# Inactivation of SREBP-1a Phosphorylation Prevents Fatty Liver Disease in Mice: Identification of Related Signaling Pathways by Gene Expression Profiles in Liver and Proteomes of Peroxisomes

**DOI:** 10.3390/ijms19040980

**Published:** 2018-03-25

**Authors:** Birgit Knebel, Sonja Hartwig, Sylvia Jacob, Ulrike Kettel, Martina Schiller, Waltraud Passlack, Cornelia Koellmer, Stefan Lehr, Dirk Müller-Wieland, Jorg Kotzka

**Keywords:** phosphorylation of SREBP-1a, hepatic gene expression, peroxisome proteome, phosphorylation in lipid metabolism, liver peroxisomes, metabolic syndrome, fatty liver, olfactory receptors

## Abstract

The key lipid metabolism transcription factor sterol regulatory element-binding protein (SREBP)-1a integrates gene regulatory effects of hormones, cytokines, nutrition and metabolites as lipids, glucose, or cholesterol via phosphorylation by different mitogen activated protein kinase (MAPK) cascades. We have previously reported the impact of SREBP-1a phosphorylation on the phenotype in transgenic mouse models with liver-specific overexpression of the N-terminal transcriptional active domain of SREBP-1a (alb-SREBP-1a) or a MAPK phosphorylation site-deficient variant (alb-SREBP-1a∆P; (S63A, S117A, T426V)), respectively. In this report, we investigated the molecular basis of the systemic observations by holistic analyses of gene expression in liver and of proteome patterns in lipid-degrading organelles involved in the pathogenesis of metabolic syndrome, i.e., peroxisomes, using 2D-DIGE and mass spectrometry. The differences in hepatic gene expression and peroxisomal protein patterns were surprisingly small between the control and alb-SREBP-1a mice, although the latter develop a severe phenotype with visceral obesity and fatty liver. In contrast, phosphorylation site-deficient alb-SREBP-1a∆P mice, which are protected from fatty liver disease, showed marked differences in hepatic gene expression and peroxisomal proteome patterns. Further knowledge-based analyses revealed that disruption of SREBP-1a phosphorylation resulted in massive alteration of cellular processes, including signs for loss of targeting lipid pathways.

## 1. Introduction

Lipotoxicity due to ectopic lipid accumulation is the most critical condition in obesity [1]. It resembles the systemic overflow with increased fluxes of plasma free fatty acids (FFA) and triglycerides (TG) leading to ectopic lipid accumulation, alteration of tissue glucose metabolism, and blood glucose clearance, resulting in obesity-associated insulin resistance in non-adipose tissues like the liver.

Besides dietary factors, elevated levels of FFA and TG can also be due to increased hepatic de novo lipid synthesis (DNL) [2,3]. The key transcription factors of lipid metabolism governing DNL are the sterol regulatory element-binding proteins (SREBPs), which were initially identified as cholesterol sensors for LDL receptor gene expression [4,5,6]. There are two different genes coding for SREBP-1 and SREBP-2 isoforms, whereas SREBF-1 is further transcribed into two splice variants, SREBP-1a and SREBP-1c [7]. While SREBP-2 mainly regulates cholesterol synthesis, the isoform SREBP-1c controls the synthesis of fatty acids. In contrast, the isoform SREBP-1a is involved in both pathways [8,9]. Transcriptional inactive SREBP precursors are embedded in the membrane of the endoplasmic reticulum, as part of the intracellular endomembrane system. A complex proteolytic machinery releases the mature N-terminal transcriptional active SREBP domains, which translocate into the nucleus [4,5,6]. Furthermore, trans-activity of the mature SREBPs is post-transcriptionally regulated by interaction of phosphorylation by MAPK cascades, protein stability, or degradation by e.g., GSK3 phosphorylation or SUMOylation [10,11,12,13,14,15]. The relevant amino acids of this posttranslational regulatory network are either identical or in close proximity [15]. Next to these posttranscriptional modifications, SREBPs, like other transcription factors of the basic helix-loop-helix family, bind as homo- or heterodimers to the corresponding promoter elements to initiate transcription.

SREBP-1a, target of stimuli-specific differential phosphorylation by ERK-, JNK-, or p38 MAP kinases [10,11,12], mediates gene regulatory effects of hormones, cytokines, nutrition and metabolites as lipids, glucose as well as cholesterol. We have formerly reported the systemic impact of phosphorylation on this central regulator of lipid metabolism in vivo in transgenic mouse models expressing the N-terminal transcriptional active domain of SREBP-1a or a phosphorylation-deficient variant with all MAPK kinase (ERK-1/-2, JNK and p38 stress kinase (S63A, S117A, T426V)) phosphorylation sites mutated tissue specifically the in liver [12]. Overexpression of SREBP-1a in liver resulted in massively increased amount of visceral adipose tissue featuring a fatty liver with hepatic lipid accumulation in mice. This phenotype was abolished in the phosphorylation-deficient model, although, despite not getting obese, the SREBP-1a phosphorylation site-deficient mice animals develop a mild fatty liver [12].

Hepatic lipid accumulation can be prevented by intensified lipid degradation in mitochondria and, to a certain specialized extent, in peroxisomes. Peroxisomal lipid metabolism differs from mitochondrial lipid metabolism in regard to substrate specificity, unregulated substrate concentration-related lipid influx into the organelle and energy net balance [16]. This might act as an emergency reserve metabolism in states of hepatic lipid overflow. In this context, we have shown that, in a model of metabolic syndrome with fatty liver and obesity, the hepatic peroxisomes are the first organelle to alter functionality, whereas mitochondrial functionality was affected when peroxisomes already started to perish in a more diseased model of non-alcoholic fatty liver disease [17,18].

In the present study, we investigated the molecular basis of the systemic observation in regard to hepatic gene expression alterations and lipid degrading organelle function. To determine the physiological impact of this observation we analyzed the hepatic gene expression and the peroxisomal proteome pattern by DIGE and mass spectrometry. We show that (i) hepatic gene expression and peroxisomal proteome are altered most remarkable in the phosphorylation-deficient model of SREBP-1a; (ii) SREBP-1a centered signaling, hormonal regulation, and overall transcriptional regulation were altered due to phosphorylation; and (iii) peroxisomal activity is depending on phosphorylation state of SREBP-1a.

## 2. Results

### 2.1. Influence of SREBP-1a Phosphorylation on the Phenotype

We have previously reported [12], that liver specific overexpression of SREBP-1a resulted in altered body composition with massive adipositas and the development of an enlarged fatty liver under normocaloric diet. Mice were not hyperphagic and consumed food comparable to controls, but the overall the weight gain per food consumed was increased. Adipose tissue mass was increased due to hyperplasia and there were no signs for adipocyte hypertrophy or increased inflammation. In contrast, the phosphorylation-deficient alb-SREBP-1aΔP mice were approximately 10% smaller and voluntarily consumed approximately 20% less food than C57Bl6 and had a weight gain of only 30%.

The clinical parameters of the mouse models introduced in the present study at 24 weeks of age were summarized in Figure 1. As previously reported [12], the alb-SREBP-1a mice developed visceral obesity, fatty liver, and dyslipidemia characterized by increased serum lipids, i.e., triglycerides (TG), but not cholesterol, indicating insulin resistance. In accordance to that, plasma glucose and insulin levels were increased. Interestingly to note, levels of glucagon like peptide (GLP-1) were also elevated. In contrast, the alb-SREBP-1aΔP mice were similar to controls but had slightly elevated hepatic total fatty acids (TFA), increased serum free fatty acids (FFA) and a hypocholesterinemia. Liver enzymes glutamat-oxalacetat-transaminase (GOT) and glutamat-pyruvat-transaminase (GPT) were numerically increased, although not statistically significant. Elevated glutamate dehydrogenase (GLDH), indicating beginning liver injury, was elevated in alb-SREBP-1a but not in alb-SREBP-1aΔP (Figure 1). Differences in leptin or adiponectin corresponded to the degree of obesity in the models or indicated functional regulation of food intake (ghrelin) (Figure 1).

Insulin sensitivity, indicated as HOMA-IR, correlated to blood glucose (BG) as well as insulin in C57Bl6 and alb-SREBP-1a mice (BG (*r* = 0.778, *p*-value = 0.023), (0.756, 0.03); insulin (0.886, 3.4 × 10^−3^); (0.947, 3.5 × 10^−3^) (Table S1)). In alb-SREBP-1aΔP mice, HOMA IR was not related to BG, but to insulin (0.995, 3.0 × 10^−7^).

The β-cell function (HOMA-β%) negatively correlated to BG (−0.822, 0.012) in C57Bl6. In both transgenic models, it correlated to insulin (alb-SREBP-1a: 0.791, 0.02; alb-SREBP-1aΔP: 0.975, 3.8 × 10^−5^) and further to insulin sensitivity in alb-SREBP-1aΔP (0.949, 3.0 × 10^−4^).

Of lipid parameters, FFA correlated to BG levels (0.880, 4.0 × 10^−4^) and insulin sensitivity (0.807, 0.016) in the controls, but not in both transgenic models. Cholesterol negatively correlated to GOT in controls (−0.733, 0.038), and negatively to hepatic fat content (TFA) (−0.818, 0.013) and TG (0.896, 2.6 × 10^−3^) in alb-SREBP-1a. Despite hypocholesterinemia in alb-SREBP-1aΔP, no correlation was observed here. Of liver parameters, and GLDH correlated to GOT (−0.714, 0.046) in C57Bl6 and to TFA (0.809, 0.015) in alb-SREBP-1a, whereas in the phosphorylation-deficient alb-SREBP-1aΔP GOT correlated to TG (0.749, 0.033) and TFA (0.879, 0.004).

In regard to lipid degrading organelles, the total number of mitochondria determined by mitochondrial DNA copy number indicated no difference in all mouse models (Figure 2). The specific SDH activity was increased in alb-SREBP-1a and in SREBP-1aΔP to the same extend, indicating no influence whether SREBP-1a can be phosphorylated at MAPK sites, or not (Figure 2). The total SDH activity depended on the liver weight was highest in alb-SREBP-1a mice. In C57Bl6 specific SDH correlated positively to liver-weight (0.899, 2.38 × 10^−3^), whereas total SDH correlated to GPT (0.949, 3.28 × 10^−4^) and TFA (0.737, 0.037). In alb-SREBP-1a, a negative correlation of total SDH to liver weight (0.907, 1.88 × 10^−3^) and a positive correlation to adipose tissue occurred (−0.893, 2.79 × 10^−3^). Of note, liver weight and adipose tissue showed negative correlation in this genotype (−0.842, 8.74 × 10^−3^). In alb-SREBP-1a∆P specific SDH correlated positive to liver weight (0.956, 2.07 × 10^−4^) as in the controls and total SDH positive to catalase activity (0.939, 5.52 × 10^−4^).

In contrast to mitochondrial function, the ability to phosphorylate SREBP-1a at MAPK sites had an impact on peroxisomal function. The specific activity of peroxisome marker enzyme catalase was increased in alb-SREBP-1a compared to C57Bl6 mice. This was further pronounced in mice with the phosphorylation-deficient SREBP-1aΔP, focusing on peroxisomes as main physiological target as mediators of the phosphorylation effect of SREBP-1a. Again, total catalase activity depending on the increased liver weight was highest in alb-SREBP-1a.

Of clinical parameters, in C57Bl6 a negative correlation of specific and total catalase (−0.792, 0.019; −0.709, 0.019) to cholesterol was determined (Table S1), which was lost in alb-SREBP-1a and alb-SREBP-1a∆P. Catalase activity in alb-SREBP-1a correlated positively to FFA content (0.745, 0.034), and in alb-SREBP-1a∆P a negative correlation with the amount of visceral adipose tissue (−0.862, 0.006) was determined.

### 2.2. Role of Functional MAPK-Related Phosphorylation Sites in SREBP-1a for Hepatic Gene Expression

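Liver RNA from 24 male litter mates killed at 24 weeks of age was measured on Affymetrix Mouse Gene 1.0 ST arrays, 1 array per mouse and 8 per genotype. C57Bl6 mice were compared with alb-SREBP-1a mice, which carry the active N-terminal domain of human SREBP-1a behind the albumin promoter, and with alb-SREBP-1a∆P mice, whose transgene lacks the MAPK phosphorylation sites. The deposited log2 values come from RMA as the authors ran it in Expression Console, and cover 35556 probe sets without a missing value. Each comparison was fitted with limma on 8 against 8 arrays, and changes are log2 fold changes ± standard error. A probe set or gene rose or fell where its p, adjusted over all probe sets, is under 0.05. The 52 gene lists and the alternative settings were fixed before the deposited values were examined. Exceptions, chosen afterwards, are the settings that leave out arrays and some further counts compared with the paper's number of transcripts. The paper's table values, from the same arrays, had been seen by then, so the lists were not written blind to them. Of the lists, 49 with at least 3 measured genes were tested with camera at a preset correlation of 0.01. Scaling between arrays, the removal of dim probe sets, the counting of probe sets or genes and an estimated correlation within lists are the choices that could move these numbers.
In alb-SREBP-1a liver 2408 probe sets rose, 1416 fell and 31732 did not pass the test, and 63.0% of all calls were higher (51.6% after quantile normalization). At the paper's thresholds of an unadjusted p under 0.05 and 1.5-fold, 1022 rose and 373 fell. Among probe sets with 1 gene symbol, the largest rises included Lcn2, an iron-binding acute-phase protein, at 2.42 ± 0.38, Phlda1 at 1.73 ± 0.16 and Rgs16, a regulator of G-protein signalling, at 1.47 ± 0.17. Acmsd, an enzyme of tryptophan breakdown, fell by 1.41 ± 0.22, the choline kinase Chka by 1.28 ± 0.21 and the glycogen-targeting subunit Ppp1r3c by 1.23 ± 0.17. Phlda1 lay above every C57Bl6 array in 8 of 8 alb-SREBP-1a arrays and Acmsd below in 8. The standard deviation of the log2 values on an array was 2.22 ± 0.02 in C57Bl6, 2.19 ± 0.04 in alb-SREBP-1a and 2.06 ± 0.03 in alb-SREBP-1a∆P (mean ± SD over 8 arrays). It was lower in alb-SREBP-1a∆P than in both other genotypes (exact permutation p = 0.000155 each, the smallest 8 against 8 arrays allow).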

The numbers of differential regulated transcripts in the comparisons C57Bl6 vs. alb-SREBP-1a, C57Bl6 vs. alb-SREBP-1a∆P, and alb-SREBP-1a vs. alb-SREBP-1a∆P with the top 15 significant regulated genes were summarized in Table 1 (complete expression analyses in Table S2).

Although of similar phenotype, the comparison of C57Bl6 and alb-SREBP-1a∆P identified the most differences on hepatic gene expression. 

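In alb-SREBP-1a∆P liver 9584 probe sets rose and 7193 fell against C57Bl6, while 18779 did not pass the test. Cyp4a14, a fatty acid omega-hydroxylase, fell by 2.29 ± 0.61, Ppp1r3c by 1.99 ± 0.16, the phenobarbital-inducible Cyp2b10 by 1.85 ± 0.34 and the peroxisomal transporter Abcd2 by 1.64 ± 0.38. The mitochondrial protease subunit Clpx (−1.62 ± 0.10) and the ribosome biogenesis factor Brix1 (−1.56 ± 0.13) fell with smaller errors, and 8 and 8 of 8 alb-SREBP-1a∆P arrays lay below every C57Bl6 array. Among probe sets with 1 gene symbol the 10 largest rises all belonged to Srsy, a multicopy gene of the Y chromosome, at 4.20 to 3.88. All 19 Srsy probe sets rose, with a median of 3.88. Sp140, a nuclear body protein of leukocytes, rose by 1.83 ± 0.16 and Phlda1 by 1.62 ± 0.23.
At the paper's thresholds 3634 probe sets rose and 2424 fell. The median absolute log2 fold change was 0.298, against 0.133 for alb-SREBP-1a. Changes followed brightness: the median log2 fold change was 0.37 in the dimmest and −0.20 in the brightest of 10 groups of probe sets. Calls were 57.1% higher, against 40.6% after quantile normalization, 31.9% with each array centred on its median and 51.2% after cyclic loess. In that order, these scalings moved the median of all probe sets by −0.14, −0.16 and −0.11.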

Compared to C57Bl6, in alb-SREBP-1a as well as alb-SREBP-1a∆P, differential expression of NR1D1 was observed as one of the top hits (Table 1). 

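Nr1d1, which encodes the circadian repressor REV-ERBα, stood at a log2 level of 7.17 ± 0.25 (SD) in C57Bl6 and rose by 3.20 ± 0.12 in alb-SREBP-1a and by 3.50 ± 0.10 in alb-SREBP-1a∆P. In both lines 8 of 8 arrays lay above every C57Bl6 array. Other repressors and output genes of the clock rose too: Nr1d2 by 1.31 ± 0.14 and 1.34 ± 0.12, Dbp by 1.32 ± 0.22 and 1.84 ± 0.14, and Bhlhe41 by 0.63 ± 0.12 and 1.15 ± 0.16. The clock activator Arntl (BMAL1) fell by 0.99 ± 0.16 and 1.66 ± 0.11, as did Cry1 (−1.13 ± 0.13 and −1.40 ± 0.12) and Nfil3 (−0.60 ± 0.08 and −1.27 ± 0.14), genes that REV-ERBα represses.
Of 11 clock repressors and PAR bZIP genes, 7 rose, 1 fell and 3 did not pass the test (9 rose and 1 fell when adjusted over the list alone) in alb-SREBP-1a. In alb-SREBP-1a∆P 7 rose and 4 did not pass the test (the same when adjusted over the list alone). This list was higher in both lines (camera, adjusted p = 1.03e-07, adjusted p = 0.102 with an estimated correlation, and adjusted p = 1.13e-05, adjusted p = 0.0544 with an estimated correlation). Of 5 activators and RORE-driven genes, 4 fell and 1 did not pass the test (5 fell when adjusted over the list alone) in alb-SREBP-1a, and all 5 fell in alb-SREBP-1a∆P. That list was lower (adjusted p = 3.15e-07, adjusted p = 0.102 with an estimated correlation in alb-SREBP-1a, adjusted p = 1.13e-05, and adjusted p = 0.0385 with an estimated correlation in alb-SREBP-1a∆P). The methods give 7:00 a.m. for the killing of the mice.

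**Figure D1:**
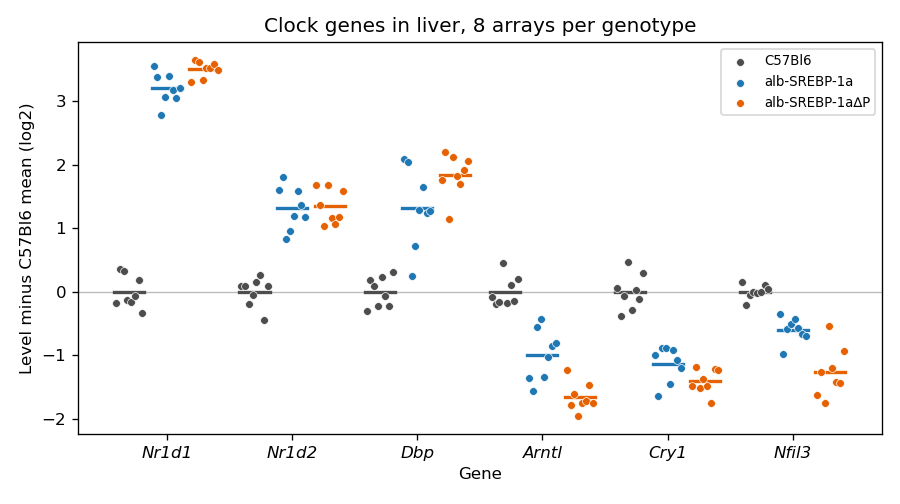
Log2 level of 6 clock genes minus their C57Bl6 mean (y axis, log2 units) for each of 24 arrays grouped by genotype, 1 point per array with the group mean as a bar. Nr1d1 lies at 3.20 and 3.50 in the transgenic lines and Arntl at −0.99 and −1.66.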

The ability to phosphorylate SREBP-1a further interfered with the hepatic gene expression in direct comparison to functional SREBP-1a. 

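Against alb-SREBP-1a, 8105 probe sets rose in alb-SREBP-1a∆P, 7607 fell and 19844 did not pass the test. Cyp4a14 fell by 2.16 ± 0.71, Cyp2c38 by 1.39 ± 0.36, the acyl-CoA transporter Abcd2 by 1.32 ± 0.21 and BC023105 by 1.31 ± 0.32. The metallothioneins Mt2 and Mt1, which bind zinc and copper, rose by 1.75 ± 0.50 and 1.33 ± 0.34. All 19 Srsy probe sets rose here as well, with a median of 2.64, and the microRNA gene Mir680-1 rose by 2.33 ± 0.31. Cyp4a14 lay below every alb-SREBP-1a array in 4 of 8 arrays and Abcd2 in 8, while Mir680-1 lay above in 7.
At the paper's thresholds 2737 probe sets rose and 1516 fell. Calls were 51.6% higher, against 41.1% after quantile normalization, 23.9% with each array centred on its median and 52.2% after cyclic loess. In that order, these scalings moved the median of all probe sets by −0.10, −0.17 and −0.085. In the dimmest of 10 groups of probe sets by mean level 773 rose and 33 fell, and in the brightest 163 rose and 1641 fell. Cyp4a14 did not pass after cyclic loess.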

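Acadl, the long-chain acyl-CoA dehydrogenase of mitochondrial β-oxidation, was lower in alb-SREBP-1a∆P than in alb-SREBP-1a by 0.81 ± 0.09, at 9.23 ± 0.19 against 10.04 ± 0.13 (log2 level ± SD). In 8 of 8 alb-SREBP-1a∆P arrays Acadl lay below every alb-SREBP-1a array. The glutaminyl cyclase Qpct (−0.90 ± 0.09), the histone chaperone Asf1a (−0.84 ± 0.09), the mitochondrial ribosomal protein Mrpl36 (−0.83 ± 0.09) and the cytosolic nucleotidase Nt5c2 (−0.77 ± 0.10) fell as well. So did the DNA ligase Lig3 (−0.64 ± 0.09). Of 18 genes of mitochondrial fatty acid oxidation, 16 fell and 2 did not pass the test (17 fell when adjusted over the list alone). Hadhb (−0.53 ± 0.07) and Etfa (−0.55 ± 0.09) are further examples, and the list was lower as a whole (adjusted p = 7.76e-07, adjusted p = 0.149 with an estimated correlation).
Among all changed probe sets of this comparison 3736 carry no gene name in the table used here, of which 2632 rose and 1104 fell. Against C57Bl6 such probe sets numbered 4562 (3326 rose, 1236 fell) in alb-SREBP-1a∆P and 1126 (751 rose, 375 fell) in alb-SREBP-1a. Of all 35556 probe sets, changed or not, 12146 carry no gene name. That share is larger than among the changed probe sets of any comparison (15712 between the lines, 16777 and 3824 against C57Bl6).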

The highest significant regulation in alb-SREBP-1a include e.g., Acadl (acyl-Coenzyme A dehydrogenase, long-chain) whereas predominant regulated genes in alb-SREBP-1a∆P were of unknown function. 

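On the first principal component, which holds 39.3% of the variance, C57Bl6 arrays lay between −62.0 and −38.7, alb-SREBP-1a arrays between −35.4 and 8.97 and alb-SREBP-1a∆P arrays between 15.7 and 90.3, so that no genotypes overlapped. The score of 15.7 was that of alb-SREBP-1a∆P replicate 4, and the next lowest score of that genotype was 55.0. Component 2 held 8.85%. The component is scored here over all probe sets and serves as description. Genotype accounted for 22.1% of the total sum of squares between alb-SREBP-1a and C57Bl6, where the highest of all other splits into 8 and 8 arrays reached 18.2%. Between alb-SREBP-1a∆P and C57Bl6 the share was 47.0% against 36.9%, and between the 2 transgenic lines 31.8% against 29.4%. All 3 genotype splits were the most extreme of 12870 (exact permutation p = 0.000155 each, one-sided, the smallest 8 against 8 arrays allow).

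**Figure D2:**
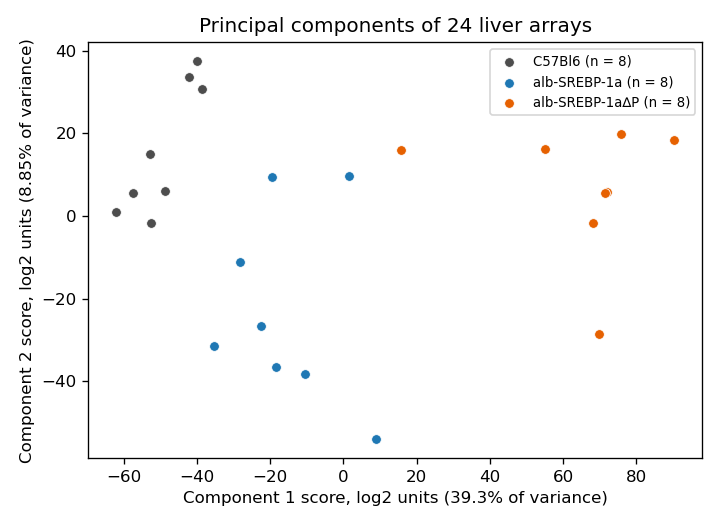
Scores of the 24 arrays on component 1 (x axis, 39.3% of variance) and component 2 (y axis, 8.85%), in units of centred log2 values, coloured by genotype with 1 point per array. C57Bl6 lies at −62.0 to −38.7, alb-SREBP-1a at −35.4 to 8.97 and alb-SREBP-1a∆P at 15.7 to 90.3 on component 1.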

Overall, the hepatic gene expression patterns influenced by overexpression of SREBP-1a and SREBP-1a deficient in phosphorylation at MAPK sites indicated significant differences to clearly discriminate the genotypes (Figure 3).

We next focused on molecules centered on SREBP-1 in bioinformatics analyses. The comparisons indicated specific expression differences, and phosphorylation pronounced this (Figure 4). 

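In alb-SREBP-1a liver the nuclear receptor gene Ppard fell by 1.00 ± 0.08, the fatty acid elongase Elovl3 by 0.93 ± 0.17, the cystine transporter Slc3a1 by 0.89 ± 0.20 and glucose-6-phosphatase G6pc by 0.84 ± 0.14. The acute-phase protein Saa1 rose by 2.16 ± 0.53, the interferon-induced GTPase Irgm1 by 0.59 ± 0.09 and the lipogenic receptor Pparg by 0.64 ± 0.12. Apoa4 at −0.03 ± 0.10 (adjusted p = 0.915), Apoa1 at −0.14 ± 0.08 (adjusted p = 0.286) and Atf7 at 0.19 ± 0.06 (adjusted p = 0.0747) did not pass the test. Ppard lay below every C57Bl6 array in 8 of 8 arrays, and Saa1 above in 6.
Of these 11 genes, chosen by the study on the same samples and so not independent evidence, 3 rose, 5 fell and 3 did not pass the test (4 rose and 5 fell when adjusted over the list alone). The group as a whole did not pass the list test (adjusted p = 0.245, and fry, a test against no change, gave 0.00538). Saa1 did not pass without alb-SREBP-1a replicates 1 and 2. Atf7 passed without the dim probe sets, with array weights, with the methods' t-test and with the mean over all its probe sets (0.63).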

SREBP-1-centered genes with differential abundance in C57Bl6 vs. alb-SREBP-1a (further referred as: SREBP-1a subnet) included e.g., *Elovl3*, *Slc3A1*, *Insig2*, *Ppard*, *G6pc* to be upregulated in C57Bl6 and *Saa1*, *ApoA4*, *ApoA1*, *Irgm1*, *Atf7*, *Pparg* to be upregulated in alb-SREBP-1a.

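Against C57Bl6, alb-SREBP-1a∆P mice had lower Ppard (−1.26 ± 0.08), G6pc (−1.31 ± 0.11) and AMPK catalytic subunit Prkaa2 (−0.76 ± 0.09), while Lcn2 (1.70 ± 0.31) and Saa1 (1.15 ± 0.35) rose. Apoa1 fell by 0.22 ± 0.07, Atf7 by 0.17 ± 0.06, and the aspartate aminotransferases Got1 and Got2 by 1.08 ± 0.20 and 0.46 ± 0.07, and Apoa4 stood at −0.14 ± 0.13 (adjusted p = 0.381). The study chose this subnet on the same samples, so its genes are not independent evidence. Here AMPK components are taken as their subunits, Got as Got1 and Got2, and the lipocalin as Lcn2. Of the 16 genes so read, 3 rose, 9 fell and 4 did not pass the test (the same when adjusted over the list alone). The group was lower (adjusted p = 0.00461, adjusted p = 0.0925 with an estimated correlation). It was lost in other settings (adjusted p = 0.141 after quantile normalization, 0.160 after cyclic loess and 0.313 without the dim probe sets). Of 8 AMPK subunits and their kinase, 1 rose, 4 fell and 3 did not pass the test (the same when adjusted over the list alone), with Prkaa1 at −0.62 ± 0.10. As a list they were lower (adjusted p = 0.0214, adjusted p = 0.124 with an estimated correlation). Other settings ended the call (adjusted p = 0.172 after quantile normalization, 0.268 after cyclic loess and 0.340 without the dim probe sets).
Between the transgenic lines Jun was lower in alb-SREBP-1a∆P by 0.86 ± 0.15, the mouse gene Srebf1 by 0.73 ± 0.14 and Pparg by 0.57 ± 0.14. The cytokine-signalling inhibitor Socs2 stood at 0.65 ± 0.29 (adjusted p = 0.0742). Whether the Srebf1 probes also read the human transgene was not tested. Of 11 genes read in the same way for the phosphorylation subnet, again not independent evidence, 1 rose, 7 fell and 3 did not pass the test (2 rose and 8 fell when adjusted over the list alone). Together these genes were lower (adjusted p = 0.0172, adjusted p = 0.136 with an estimated correlation). Other settings ended this (adjusted p = 0.169 after quantile normalization, 0.275 after cyclic loess and 0.453 without the dim probe sets). In alb-SREBP-1a∆P against C57Bl6, Apoa1 did not pass after cyclic loess and Saa1 did not pass with all 24 arrays in 1 fit. In that comparison Atf7 did not pass after quantile normalization (0.01, in the other direction), after cyclic loess (0.09, in the other direction) or without alb-SREBP-1a∆P replicate 4. Between the lines Pparg did not pass after quantile normalization or after cyclic loess. Socs2 passed after quantile normalization, after cyclic loess, with array weights, with all 24 arrays in 1 fit, with only the brightest probe set of each gene tested and with the mean over all its probe sets. Atf7 in alb-SREBP-1a∆P against C57Bl6 passed in the other direction, at 0.27, with the mean over all its probe sets.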

SREBP-1-centered genes with differential abundance in C57Bl6 vs. alb-SREBP-1a∆P (further referred as: SREBP-1a∆P subnet) indicated the transcription of *Ppard*, *Slc16 2A*, *G6pc*, *AMPK* components to be upregulated in C57Bl6 and *Lcn1*, *Saa1*, *ApoA1*, *ApoA4*, *Atf7*, *Got* upregulated in alb-SREBP-1a∆P. SREBP-1-centered genes with differential abundance in the direct comparison of alb-SREBP-1a vs. alb-SREBP-1a∆P (also referred to as the phosphorylation subnet) showed *Jun*, endogenous *Srebp-1*, *Pparg*, *Slc16 2A*, *AMPK* components to be upregulated in alb-SREBP-1a, and *Socs2*, *Mt-Atp5* to be higher expressed in alb-SREBP-1a∆P.

As gene expression data confirmed alterations in regard to the centered molecule SREBP-1 and its ability to be phosphorylated, further functional annotations were performed to determine SREBP-1 phosphorylation dependent actions on overall hepatic gene expression.

### 2.3. Overall Hepatic Gene Expression Differences in C57Bl6 vs. alb-SREBP-1a 

In this comparison, the differential abundant transcripts end up to e.g., FXR/RXR, PPAR, or sirtuin signaling pathways (examples given in Table 2; complete analyses in Table S3). 

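Some bile acid genes were lower in alb-SREBP-1a liver: the bile acid CoA ligase Slc27a5 fell by 0.52 ± 0.06, the oxysterol hydroxylase Cyp39a1 by 0.78 ± 0.14 and the bile acid carrier Slc10a2 by 0.68 ± 0.13. Slc27a5 lay below every C57Bl6 array in 8 of 8 arrays. Of 26 genes of bile acid synthesis and transport, 4 fell and 22 did not pass the test (1 rose and 10 fell when adjusted over the list alone). Camera placed the list lower (adjusted p = 0.00961, adjusted p = 0.437 with an estimated correlation). The call ended elsewhere, with an adjusted p of 0.0660 after quantile normalization and 0.0613 with array weights. Among 22 target genes of PPARα the lipid droplet protein Plin5 (−0.48 ± 0.07) and the retinol saturase Retsat (−0.35 ± 0.10) fell. In that list 2 fell and 20 did not pass the test (3 fell when adjusted over the list alone), and it did not pass as a whole (adjusted p = 0.364). Of 7 sirtuins, Sirt5, a desuccinylase of mitochondria, rose by 0.27 ± 0.07, and the other 6 did not pass the test (1 rose when adjusted over the list alone, list adjusted p = 0.379). Retsat did not pass with all 24 arrays in 1 fit or without alb-SREBP-1a replicates 1 and 2.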

Upstream regulators with the highest impact were RORA, RORC, PPARA, PPARD, GPD1, SLC25A13, and HNF4A. 

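Transcripts of the regulators themselves moved little in alb-SREBP-1a liver, apart from Ppard, whose log2 level was 7.34 ± 0.17 (SD) against 8.34 ± 0.11 in C57Bl6. The orphan receptor gene Rora, an activator of clock and lipid genes, fell by 0.46 ± 0.10, and Ppara rose by 0.24 ± 0.08. Slc25a13, the mitochondrial aspartate-glutamate carrier, stood at −0.27 ± 0.07. Hnf4a at −0.18 ± 0.07 (adjusted p = 0.136) and the glycerol-3-phosphate dehydrogenase Gpd1 at −0.11 ± 0.10 (adjusted p = 0.524) did not pass the test. Rora lay below every C57Bl6 array in 6 of 8 arrays and Ppara above in 4. An upstream regulator is scored from its targets, so these limma values describe the regulator transcripts alone, and activity was not analysed here. Ppara did not pass after quantile normalization, with each array centred on its median, with all 24 arrays in 1 fit or without alb-SREBP-1a replicates 1 and 2, and Slc25a13 did not pass with each array centred on its median or without alb-SREBP-1a replicates 1 and 2.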

On functional level, there was overlap to hepatic steatosis associated pathways, liver cholestasis, hyperplasia/hyperproliferation or proliferation, renal damage, or nonalcoholic fatty liver disease. Overall, there was an increased level of SREBP-1a expression and all actions were more or less expected from the previous knowledge on SREBP-1.

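The Srebf1 transcript, read by probes for the mouse gene, stood at 0.28 ± 0.12 (adjusted p = 0.168) in alb-SREBP-1a liver, and Srebf2 rose by 0.28 ± 0.08. The human transgene was not analysed here, and whether the Srebf1 probes also read it was not tested. Some genes of the cholesterol pathway rose: Insig1 by 0.45 ± 0.09, Hmgcs1 by 0.46 ± 0.12, Idi1 by 0.50 ± 0.12 and Mvd by 0.42 ± 0.10, while phosphomevalonate kinase Pmvk fell by 0.70 ± 0.10. Of 19 cholesterol synthesis genes, 8 rose, 1 fell and 10 did not pass the test (9 rose and 2 fell when adjusted over the list alone). The list test found them higher (adjusted p = 0.0429, adjusted p = 0.799 with an estimated correlation). In other settings the call was lost (adjusted p = 0.0901 without the dim probe sets and 0.191 without alb-SREBP-1a replicates 1 and 2, while fry, a test against no change, gave 0.183).
In fatty acid and triglyceride synthesis Acss2 (−0.70 ± 0.15), Acly (−0.58 ± 0.13), which makes cytosolic acetyl-CoA, and Acacb (−0.55 ± 0.12) fell. Of these 24 genes, 4 fell and 20 did not pass the test (3 rose and 4 fell when adjusted over the list alone), and the list did not pass (adjusted p = 0.668). Among 16 apolipoprotein genes 3 rose, 2 fell and 11 did not pass the test (4 rose and 2 fell when adjusted over the list alone). Apoc4 (0.41 ± 0.09) and Apoa2 (0.34 ± 0.08) rose, Apoa5 (−0.31 ± 0.06) and the lipid transfer protein Mttp (−0.31 ± 0.06) fell. The apolipoprotein list did not pass (adjusted p = 0.980), with a median of −0.02 and a lower direction by the test against a mean of 0.03. Hmgcs1 did not pass without alb-SREBP-1a replicates 1 and 2, and Srebf2 did not pass after quantile normalization, after cyclic loess or without alb-SREBP-1a replicates 1 and 2. Srebf1 passed with array weights and without alb-SREBP-1a replicates 1 and 2.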

### 2.4. Overall Hepatic Gene Expression Differences in C57Bl6 vs. alb-SREBP-1a∆P 

Despite the high number of regulated transcripts, the overlap to canonical pathways or informative networks was low in this comparison (examples given in Table 2; complete analyses in Table S4). They included amino acid metabolism like methionine, isoleucine, or valine degradation, cysteine biosynthesis, general degradation pathways, like autophagy, protein ubiquitination, or sirtuin signaling. 

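Many enzymes of sulfur amino acid metabolism were lower in alb-SREBP-1a∆P liver: cystathionine γ-lyase Cth fell by 0.98 ± 0.10, cystathionine β-synthase Cbs by 0.63 ± 0.09, and Mat1a, which makes S-adenosylmethionine, by 0.57 ± 0.09. Of 17 such genes, 1 rose, 13 fell and 3 did not pass the test (the same when adjusted over the list alone). Taken as 1 list they were lower (adjusted p = 2.90e-05, adjusted p = 0.0723 with an estimated correlation). In branched-chain amino acid degradation Auh (−0.93 ± 0.10), Mccc1 (−0.86 ± 0.09) and Pccb (−0.70 ± 0.07) fell. Of its 25 genes 1 rose, 21 fell and 3 did not pass the test (the same when adjusted over the list alone). Against all other genes the list was lower (adjusted p = 4.98e-09, adjusted p = 0.0844 with an estimated correlation). Mccc1 lay below every C57Bl6 array in 8 of 8 arrays.
Autophagy genes moved in both directions, with Atg16l1 at −0.77 ± 0.08 and Atg13 at 0.58 ± 0.08. Of 33 autophagy genes 3 rose, 17 fell and 13 did not pass the test (the same when adjusted over the list alone). As a group they were lower (adjusted p = 0.00133, adjusted p = 0.198 with an estimated correlation). Not all settings kept this call (adjusted p = 0.411 after quantile normalization, 0.744 after cyclic loess and 0.421 without the dim probe sets). Of 37 ubiquitin conjugation genes 1 rose, 24 fell and 12 did not pass the test (the same when adjusted over the list alone). The cullins Cul5 (−0.64 ± 0.10) and Cul1 (−0.54 ± 0.09) fell. In the list test they were lower (adjusted p = 9.29e-06, adjusted p = 0.149 with an estimated correlation). The call did not hold in other settings, with an adjusted p of 0.0773 after quantile normalization and 0.268 after cyclic loess. Of 7 sirtuins 2 fell and 5 did not pass the test (the same when adjusted over the list alone): the mitochondrial deacetylase Sirt3 fell by 0.47 ± 0.09 and Sirt7 by 0.56 ± 0.10. The sirtuin list did not pass (adjusted p = 0.0903, and fry, a test against no change, gave 0.00125). Sirt3 did not pass after cyclic loess.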

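In alb-SREBP-1a∆P liver the serine palmitoyltransferase genes Sptlc1 and Sptlc2, the entry to ceramide synthesis, fell by 0.70 ± 0.10 and 0.61 ± 0.11, and the reductase Kdsr by 0.66 ± 0.14, while Cers3 rose by 0.39 ± 0.12. Of 16 ceramide synthesis genes, 2 rose, 7 fell and 7 did not pass the test (the same when adjusted over the list alone). The list did not pass the test (adjusted p = 0.0536), and had an adjusted p of 0.0453 with array weights and 0.0464 without alb-SREBP-1a∆P replicate 4, while fry, a test against no change, gave 0.000184. In mitochondrial fatty acid oxidation Acadvl (−0.81 ± 0.09), Hadhb (−0.73 ± 0.09) and Etfb (−0.69 ± 0.06) fell. Of those 18 genes 15 fell and 3 did not pass the test (the same when adjusted over the list alone). The whole list was lower (adjusted p = 5.71e-07, adjusted p = 0.124 with an estimated correlation). Etfb lay below every C57Bl6 array in 8 of 8 arrays.
Of 24 genes that make fatty acids and triglycerides, 1 rose, 11 fell and 12 did not pass the test (the same when adjusted over the list alone). The triglyceride synthase Dgat1 fell by 0.60 ± 0.10, Pgd of the pentose phosphate pathway by 0.45 ± 0.09 and Acly by 0.56 ± 0.13. The list was lower as a whole (adjusted p = 0.0362, adjusted p = 0.453 with an estimated correlation). It was lost in other settings (adjusted p = 0.963 after quantile normalization, 0.832 after cyclic loess, where the direction turned, 0.853 without the dim probe sets and 0.0707 with all 24 arrays in 1 fit). Cers3 did not pass after quantile normalization, with each array centred on its median or after cyclic loess, and Pgd did not pass after cyclic loess.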

Metabolic pathways also showed low enrichment for ceramide biosynthesis, and fatty acid β-oxidation.

The differential regulated transcripts identified upstream regulators like transcription factors HNF4A, RORC, RORA, ONECUT1, MYC, NR1D1, or peroxisome-related ACOX1 (peroxisomal acyl-CoA oxidase), PPARA, and RXRA. 

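Among the regulators' own transcripts in alb-SREBP-1a∆P liver, Rora fell by 0.66 ± 0.11 and Rxra, the partner of many nuclear receptors, rose by 0.23 ± 0.08. Hnf4a, which maintains hepatocyte identity, stood at −0.05 ± 0.08 (adjusted p = 0.614) and Ppara at −0.01 ± 0.11 (adjusted p = 0.935). Onecut1 stood at 0.21 ± 0.40 (adjusted p = 0.686) and Myc at 0.68 ± 0.34 (adjusted p = 0.105). None of these 4 passed the limma test. Onecut1 and Myc varied between mice, with levels of 9.32 ± 1.03 and 6.45 ± 1.04 (log2 ± SD) in alb-SREBP-1a∆P. Nr1d1 reached 10.67 ± 0.13 on the same scale. Rora lay below every C57Bl6 array in 8 of 8 arrays and Rxra above in 1. Rxra did not pass with each array centred on its median. Myc passed with array weights.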

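The insulin receptor adaptor gene Grb14 fell by 0.22 ± 0.09 in alb-SREBP-1a∆P against C57Bl6 and Ppargc1a, a coactivator of mitochondrial and gluconeogenic genes, by 0.44 ± 0.12. Grb14 lay below every C57Bl6 array in 6 of 8 arrays and Ppargc1a in 5. Among genes under insulin control, the tyrosine aminotransferase Tat fell by 0.77 ± 0.10 and fructose-1,6-bisphosphatase Fbp1 by 0.51 ± 0.09, whereas Foxo3 rose by 0.42 ± 0.09. Of 13 gluconeogenic and insulin-responsive genes, 1 rose, 6 fell and 6 did not pass the test (the same when adjusted over the list alone). As a list they were lower (adjusted p = 0.0171, adjusted p = 0.332 with an estimated correlation). Other settings ended the call (adjusted p = 0.364 after quantile normalization, 0.445 after cyclic loess and 0.450 without the dim probe sets). Foxo3 did not pass with each array centred on its median, and Grb14 did not pass after quantile normalization, after cyclic loess (0.04, in the other direction) or without alb-SREBP-1a∆P replicate 4. Ppargc1a did not pass after cyclic loess.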

The most probable pathological alteration occurred in interacting networks centered to ACOX1, GRB14, and PPARGC1A. Metabolic centered networks indicated differential expression in amino acids metabolism, oxidation of lipid or fatty acids, and fatty acid metabolism as the main pathological target. Putative functions focused on liver dysfunction e.g., bleeding of liver, compensated cirrhosis, degeneration, or cholestasis.

In the differential regulated transcripts of this comparison, a vast number of transcripts (*n* = 514) coded for olfactory receptors (OLR), the largest gene family in the genome, or the related vomeronasal gene family (*vmn*) (*n* = 151). 

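Of 1132 olfactory receptor probe sets, 938 rose, 2 fell and 192 did not pass the test in alb-SREBP-1a∆P against C57Bl6, with a median of 0.58. Of 228 vomeronasal receptor probe sets, 191 rose and 37 did not pass, with a median of 0.63. At the paper's thresholds 561 olfactory and 127 vomeronasal probe sets rose. Examples are Olfr348 at 1.53 ± 0.13, Olfr641 at 1.06 ± 0.10, Vmn1r180 at 1.34 ± 0.11 and Vmn1r193 at 1.14 ± 0.11, and Olfr348 lay above every C57Bl6 array in 8 of 8 arrays. The mean over all olfactory probe sets of an array was 4.31 ± 0.14 (log2 ± SD over 8 arrays) in alb-SREBP-1a∆P, 3.79 ± 0.10 in alb-SREBP-1a and 3.71 ± 0.07 in C57Bl6. The first and last differ with an exact permutation p of 0.000155.
Counted as genes, of 1026 olfactory receptors 841 rose, 1 fell and 184 did not pass the test (902 rose and 1 fell when adjusted over the list alone). Together these genes were higher (adjusted p = 8.09e-35, and adjusted p = 0.0194 with an estimated correlation). Of 165 vomeronasal receptors 133 rose and 32 did not pass the test (141 rose when adjusted over the list alone). Camera placed the list higher (adjusted p = 7.02e-20, and adjusted p = 0.0126 with an estimated correlation). After quantile normalization 166 olfactory and 59 vomeronasal probe sets passed the paper's thresholds, with each array centred on its median 296 and 78, and after cyclic loess 157 and 57. Without the dim probe sets 15 and 3 remained. Outside the receptor families, dim probe sets that carry 5 or more gene symbols had a median of 1.68 in this comparison.

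**Figure D3:**
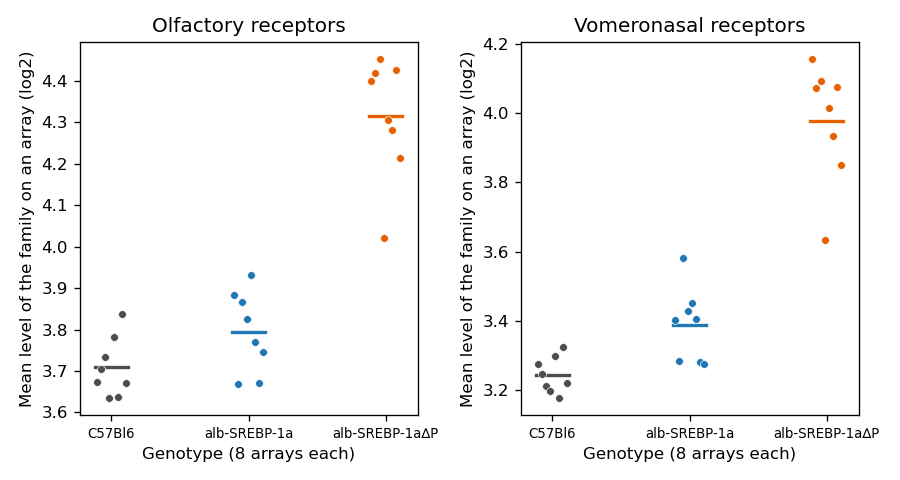
Mean log2 level of the olfactory (left) and vomeronasal (right) receptor probe sets of an array (y axis, log2 units) for 8 arrays of each genotype (x axis), 1 point per array with the group mean as a bar. Olfactory means are 3.71, 3.79 and 4.31, and vomeronasal means 3.24, 3.39 and 3.98, in C57Bl6, alb-SREBP-1a and alb-SREBP-1a∆P.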

As a consequence, olfactory response or olfaction gives the highest scores in disease-relevant view on the expression data, followed by signal transduction and cell communication. Furthermore, RNA post-transcriptional modification, synthesis of ribonucleoside monophosphate pointed towards disturbances in general transcriptional control.

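Some genes of the transcription apparatus fell in alb-SREBP-1a∆P against C57Bl6, among them the general factor subunit Ccnh by 0.86 ± 0.09, the RNA polymerase II subunits Polr2b by 0.82 ± 0.09 and Polr2f by 0.64 ± 0.09, while the small subunit Polr2l rose by 0.80 ± 0.10. Of 43 genes of RNA polymerase II and its general factors, 1 rose, 23 fell and 19 did not pass the test (1 rose and 24 fell when adjusted over the list alone). The list test found them lower (adjusted p = 3.98e-06, adjusted p = 0.0985 with an estimated correlation). Polr2b lay below every C57Bl6 array in 8 of 8 arrays. Small nucleolar RNAs, which guide the modification of ribosomal RNA, moved both ways: Snord57 rose by 1.36 ± 0.11 and Snord82 by 0.94 ± 0.12, and Snora73b fell by 1.88 ± 0.29 and Snord104 by 1.20 ± 0.09. Of 51, 14 rose, 11 fell and 26 did not pass the test (the same when adjusted over the list alone). That list did not pass (adjusted p = 0.990, but 0.00793 without the dim probe sets), and its median of −0.07 and mean of −0.04 have the opposite sign to the test.
Of 300 microRNA genes 159 rose, 4 fell and 137 did not pass the test (169 rose and 4 fell when adjusted over the list alone), with Mir692-1 at 1.63 ± 0.12 and Mir301b at 1.78 ± 0.14. Taken as 1 list they were higher (adjusted p = 8.46e-12, and adjusted p = 0.0126 with an estimated correlation).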

### 2.5. Overall Hepatic Gene Expression Differences in alb-SREBP-1a vs. alb-SREBP-1a∆P 

Like in the previous comparison, the overlap of differential regulated transcripts to distinct pathways was limited (examples given in Table 2; complete analyses in Table S5). Enrichment of RNA polymerase II complex assembly, protein ubiquitination pathways, sirtuin signaling, or SUMOylation components might indicate alterations in cellular growth and turnover. 

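Between the transgenic lines the general factor Gtf2a2 was lower in alb-SREBP-1a∆P by 0.75 ± 0.09, the TATA-binding protein gene Tbp by 0.45 ± 0.07 and the subunit Polr2g by 0.55 ± 0.09. Of 43 genes of RNA polymerase II and general factors, 29 fell and 14 did not pass the test (33 fell when adjusted over the list alone). Against all other genes the list was lower (adjusted p = 8.27e-08, adjusted p = 0.136 with an estimated correlation). Of 37 proteasome subunits 34 fell and 3 did not pass the test (36 fell when adjusted over the list alone). Examples are Psma6 at −0.72 ± 0.09 and Psma4 at −0.57 ± 0.08. As a group they were lower (adjusted p = 3.05e-11, adjusted p = 0.136 with an estimated correlation). Of 37 ubiquitin conjugation genes 28 fell and 9 did not pass the test (29 fell when adjusted over the list alone). Examples are Ube2a at −0.59 ± 0.09 and Cul4a at −0.51 ± 0.07. In the list test they were lower (adjusted p = 7.83e-08, adjusted p = 0.136 with an estimated correlation). Psma6 lay below every alb-SREBP-1a array in 8 of 8 arrays.
Among 7 sirtuins 5 fell and 2 did not pass the test (the same when adjusted over the list alone): Sirt7 by 0.69 ± 0.10 and Sirt1, a nuclear deacetylase, by 0.44 ± 0.12. The whole list was lower (adjusted p = 0.0125, adjusted p = 0.180 with an estimated correlation). The call ended elsewhere, with an adjusted p of 0.152 after quantile normalization, 0.259 after cyclic loess and 0.265 without the dim probe sets. In SUMO conjugation the proteases Senp2 (−0.63 ± 0.12) and Senp1 (−0.47 ± 0.10) and the ligase Pias1 (−0.50 ± 0.11) fell. Of these 15 genes 12 fell and 3 did not pass the test (the same when adjusted over the list alone). The list was lower as a whole (adjusted p = 0.000381, adjusted p = 0.149 with an estimated correlation). Bright probe sets as a whole were lower in this comparison, with a median of −0.20 in the brightest of 10 groups and −0.31 in the group next to it. Pias1 and Sirt1 did not pass after cyclic loess.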

More informative was the search for upstream regulatory molecules like transcription factors HNF4A, RORC, RORA, or peroxisomal-associated PPARA, or ACOX1. Key signaling networks centered around NCAM1, ACOX1, SIRT4, NR2F1, FOXO4, FABP1, ABCB1, or PPARA. This could be summarized to increased clearance of bilirubin, proliferation of hepatic stellate cells, or hepatomegaly as pathophysiological complications.

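Of the genes at these network centres, the fatty acid binding protein gene Fabp1 was lower in alb-SREBP-1a∆P than in alb-SREBP-1a by 0.36 ± 0.07, Foxo4 by 0.29 ± 0.08 and the mitochondrial sirtuin gene Sirt4 by 0.31 ± 0.11. The cell adhesion molecule Ncam1 stood at 0.24 ± 0.10 (adjusted p = 0.0652) and Ppara at −0.25 ± 0.12 (adjusted p = 0.0825). The drug exporter gene Abcb1a stood at −0.16 ± 0.09 (adjusted p = 0.165) and Nr2f1 at −0.09 ± 0.12 (adjusted p = 0.523). These 4 did not pass the test. Some target genes of PPARα fell, with malonyl-CoA decarboxylase Mlycd at −0.80 ± 0.08, the pyruvate dehydrogenase kinase Pdk4 at −1.14 ± 0.16 and the lipid droplet coat Plin2 at −0.57 ± 0.08. Of 22 such genes 1 rose, 15 fell and 6 did not pass the test (1 rose and 17 fell when adjusted over the list alone). As a list they were lower (adjusted p = 0.000183, adjusted p = 0.136 with an estimated correlation). In 8 of 8 arrays Mlycd lay below every alb-SREBP-1a array, and Pdk4 in 8. Foxo4 did not pass after cyclic loess, and Sirt4 did not pass after quantile normalization, after cyclic loess or without alb-SREBP-1a replicates 1 and 2. Abcb1a passed after quantile normalization (−0.34), with each array centred on its median (−0.33) and after cyclic loess (−0.28), and Ncam1 passed with array weights, with all 24 arrays in 1 fit and with only the brightest probe set of each gene tested. Ppara passed with each array centred on its median (−0.42), with array weights, with all 24 arrays in 1 fit and without alb-SREBP-1a∆P replicate 4.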

Again, in this comparison OLR and vmn gene families were highly represented (*n* = 416; *n* = 120). 

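Against alb-SREBP-1a, 787 of 1132 olfactory receptor probe sets rose in alb-SREBP-1a∆P and 345 did not pass the test, with a median of 0.50. Of 228 vomeronasal probe sets 140 rose and 88 did not pass, with a median of 0.48. Examples are Olfr571 at 0.91 ± 0.11, Olfr1 at 1.01 ± 0.12, Vmn1r216 at 1.17 ± 0.18 and Vmn1r76 at 0.69 ± 0.09. Olfr571 lay above every alb-SREBP-1a array in 8 of 8 arrays. At the paper's thresholds 412 olfactory and 83 vomeronasal probe sets rose, against 147 and 50 after quantile normalization, 119 and 48 after cyclic loess and 18 and 3 without the dim probe sets. The array means of both families differed between the lines by 0.520 and 0.591 (exact permutation p = 0.000155 each).
Counted as olfactory receptor genes, 697 rose and 329 did not pass the test (755 rose when adjusted over the list alone). Together these genes were higher (adjusted p = 4.85e-31, adjusted p = 0.0552 with an estimated correlation). Of vomeronasal receptor genes, 85 rose and 80 did not pass the test (100 rose when adjusted over the list alone). Camera placed the list higher (adjusted p = 1.19e-14, adjusted p = 0.0615 with an estimated correlation). Between alb-SREBP-1a and C57Bl6 the families moved less. The array mean was higher in alb-SREBP-1a by 0.145 for vomeronasal probe sets (exact permutation p = 0.00357). For olfactory probe sets it was higher by 0.0856 (exact permutation p = 0.0676). Olfr826 rose by 0.48 ± 0.10, 34 olfactory probe sets rose and 4 fell, and 10 vomeronasal probe sets rose, with medians of 0.08 and 0.15. As lists of genes both were higher there (adjusted p = 0.00185, adjusted p = 0.799 with an estimated correlation for olfactory, adjusted p = 5.10e-05, adjusted p = 0.437 with an estimated correlation for vomeronasal). The olfactory adjusted p was 0.457 after quantile normalization, 0.195 after cyclic loess and 0.347 without the dim probe sets (turned to the other direction), while fry, a test against no change, gave 0.183. The vomeronasal adjusted p was 0.268 after quantile normalization and 0.155 after cyclic loess.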

According to the OLR genes again olfactory response, olfaction, signal transduction and cell communication, had the highest overlap. Nevertheless, RNA post-transcriptional processing, RNA transport or differentiation processes were also abundant.

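Both transgenic lines changed many of the same genes against the shared C57Bl6 group: 1265 probe sets rose in both, 1128 fell in both and 87 moved in opposite directions. Lists of these sizes would share 649 rises and 286 falls if independent. With 4 different C57Bl6 arrays for each line, a median of 896 were shared (646 to 1557 over 70 splits). Those fits hold 4 controls in place of 8, so 896 cannot be set against the 649 and 286. The log2 fold changes correlated at r = 0.652, against 0.512 in simulated unchanged groups with the same controls and 0.564 with separate controls, and their covariance was 0.122 against 0.0151 simulated and 0.113 with separate controls. Of 100 splits of the same arrays, the real one included, 25 reached this r (highest other 0.867). All splits share a reference group between both fits, and sharing alone gave 0.512 in the simulated groups. The split test therefore cannot decide whether the correlation reflects a random grouping of arrays.
Arrdc3, a regulator of receptor trafficking, rose by 1.43 ± 0.12 and 0.98 ± 0.16, Eif4ebp2, a repressor of translation, by 0.92 ± 0.09 and 0.89 ± 0.10, and Rnasek by 0.97 ± 0.09 and 1.22 ± 0.08. Isovaleryl-CoA dehydrogenase Ivd fell by 0.62 ± 0.07 and 0.73 ± 0.08, and Acnat1 by 0.91 ± 0.10 and 1.02 ± 0.11. Of 49 gene lists 9 were shifted in both lines in the same direction, 4 higher and 5 lower. With an estimated correlation no list passed in alb-SREBP-1a.

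**Figure D4:**
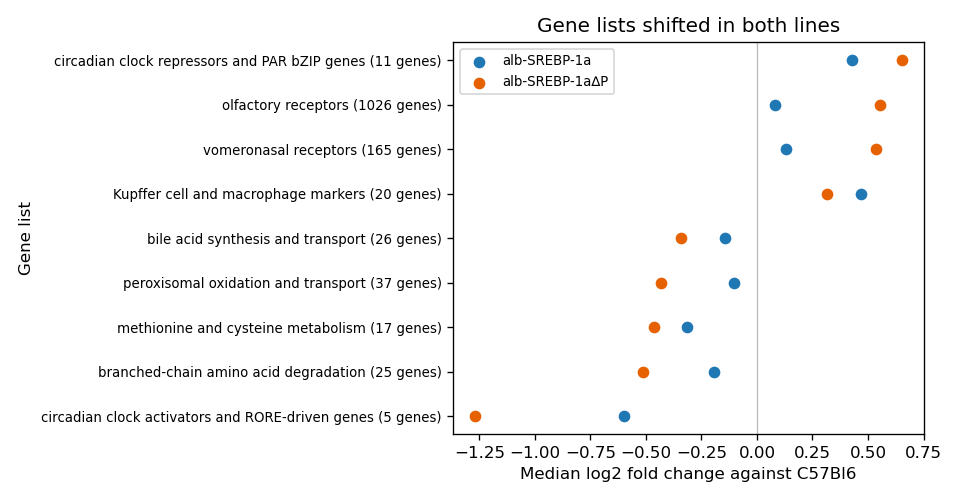
Median log2 fold change against C57Bl6 (x axis, log2 units) of the 9 gene lists shifted in both lines (y axis), 1 point for alb-SREBP-1a and 1 for alb-SREBP-1a∆P per list. Clock activators lie at −0.60 and −1.27, Kupffer cell markers at 0.47 and 0.32.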

Taken together, the general annotation of the differential gene regulation came up with the same pathways. Nevertheless, there were specific differences in the molecules regulated in the three comparisons. 

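Of 3824 probe sets changed in alb-SREBP-1a, 2089 differed between the 2 lines and 1735 did not, and of 16777 changed in alb-SREBP-1a∆P 11815 differed and 4962 did not. Naaladl2 rose in alb-SREBP-1a by 0.47 ± 0.12 and fell in alb-SREBP-1a∆P by 0.62 ± 0.13. The proteasome subunit Psmd3 (0.28 ± 0.07 and −0.21 ± 0.08) and the ubiquitin-conjugating enzyme Ube2a (0.22 ± 0.06 and −0.37 ± 0.09) also moved in opposite directions.
Some genes of cholesterol synthesis differed between the lines: in alb-SREBP-1a∆P against alb-SREBP-1a, Hmgcs1 fell by 0.52 ± 0.13, the lanosterol demethylase Cyp51 by 0.44 ± 0.09 and Idi1 by 0.43 ± 0.10. Of 19 such genes 10 fell and 9 did not pass the test (the same when adjusted over the list alone). The list test found them lower (adjusted p = 0.00293, adjusted p = 0.388 with an estimated correlation). In other settings the call was lost (adjusted p = 0.307 after quantile normalization, 0.705 after cyclic loess and 0.364 without the dim probe sets). Of 24 genes of fatty acid and triglyceride synthesis 5 fell and 19 did not pass the test (2 fell when adjusted over the list alone), with Gpam at −0.37 ± 0.12 and Tkt at −0.30 ± 0.08. That list did not pass (adjusted p = 0.195, and 0.0403 without alb-SREBP-1a replicates 1 and 2). Some interferon-response genes were lower in alb-SREBP-1a∆P, with Irgm1 at −0.62 ± 0.08 and Gbp3 at −0.65 ± 0.11. Of 20, 13 fell and 7 did not pass the test (the same when adjusted over the list alone). Taken as 1 list they were lower (adjusted p = 0.000350, adjusted p = 0.136 with an estimated correlation). Not all settings kept this call (adjusted p = 0.0774 without the dim probe sets). In this comparison 9 of 20 Kupffer cell and macrophage markers and 8 of 13 endothelial markers fell as well. Cyp51, Hmgcs1, Idi1 and Ube2a in alb-SREBP-1a∆P did not pass after cyclic loess, and Gpam and Tkt did not pass after quantile normalization or after cyclic loess. Naaladl2 in alb-SREBP-1a did not pass with all 24 arrays in 1 fit or with the mean over all its probe sets, and Psmd3 in alb-SREBP-1a∆P did not pass after quantile normalization or after cyclic loess (0.05, in the other direction). Ube2a in alb-SREBP-1a did not pass with all 24 arrays in 1 fit.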

Although there was overlap in the identified keywords and functions, the detailed look on the processes indicated the specifics as indicated in the example PPARA or ACOX-1 (Figure 5).

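Some peroxisomal genes fell in both lines. The 2-hydroxyacyl-CoA lyase Hacl1, which shortens branched fatty acids, fell by 0.76 ± 0.08 in alb-SREBP-1a and by 1.16 ± 0.08 in alb-SREBP-1a∆P. Pxmp4 fell by 0.62 ± 0.10 and 0.96 ± 0.08, and the bifunctional enzyme Ehhadh by 0.51 ± 0.12 and 0.91 ± 0.09. In 8 of 8 alb-SREBP-1a∆P arrays and 8 of 8 alb-SREBP-1a arrays Hacl1 lay below every C57Bl6 array. The acyl-CoA transporter Abcd3 moved by −0.30 ± 0.08 and −0.64 ± 0.08. Of 37 genes of peroxisomal oxidation and transport, 1 rose, 6 fell and 30 did not pass the test (1 rose and 9 fell when adjusted over the list alone) in alb-SREBP-1a. In alb-SREBP-1a∆P 1 rose, 29 fell and 7 did not pass the test (1 rose and 30 fell when adjusted over the list alone). The list was lower in alb-SREBP-1a (adjusted p = 0.00185, adjusted p = 0.437 with an estimated correlation). It was also lower in alb-SREBP-1a∆P (adjusted p = 8.33e-10, and adjusted p = 0.0385 with an estimated correlation). Directly between the lines 1 rose, 29 fell and 7 did not pass the test (1 rose and 31 fell when adjusted over the list alone). Examples are Baat, which conjugates bile acids, at −0.55 ± 0.07 and Hsd17b4 at −0.50 ± 0.08. Against all other genes the list was lower (adjusted p = 1.01e-07, adjusted p = 0.136 with an estimated correlation). Abcd3 in alb-SREBP-1a did not pass without alb-SREBP-1a replicates 1 and 2.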

### 2.6. Systemic Influence of SREBP-1a Phosphorylation on Hepatic Gene Expression

We next focused on genes of the SREBP-1 subnetworks (SREBP-1a subnet, SREBP-1a∆P subnet, phosphorylation subnet). Re-analysis of these transcripts in regard to downstream signaling identified an impact on concentration of lipids, sterols, diacylglycerols, and steroids as well as lipid homeostasis as main functions (Figure 6, Table S6). Nevertheless, there were differences according to the SREBP-1a subnet and SREBP-1a∆P subnet. Overall, fewer genes were identified in the phosphorylation-deficient signaling and they differed from the regular SREBP-1a signaling. 

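The study chose the genes of its 3 subnets on these samples, so they are not independent evidence. Elovl3 fell by 1.10 ± 0.09 in alb-SREBP-1a∆P against C57Bl6 and Slc3a1 by 1.12 ± 0.17. Between the lines Elovl3 stood at −0.17 ± 0.18 (adjusted p = 0.444) and Slc3a1 at −0.23 ± 0.13 (adjusted p = 0.167), and neither passed the test. Irgm1 at −0.03 ± 0.09 (adjusted p = 0.811) and Pparg at 0.07 ± 0.16 (adjusted p = 0.741) did not pass in alb-SREBP-1a∆P. Of the genes named for the SREBP-1a subnet, 1 rose, 7 fell and 3 did not pass the test (the same when adjusted over the list alone) in alb-SREBP-1a∆P against C57Bl6. As a group they were lower (adjusted p = 0.000900, adjusted p = 0.0562 with an estimated correlation). The call did not hold in other settings, with an adjusted p of 0.0702 without the dim probe sets. Between the lines 6 fell and 5 did not pass the test (the same when adjusted over the list alone). In the list test they were lower (adjusted p = 0.00738, adjusted p = 0.0845 with an estimated correlation). It was lost in other settings (adjusted p = 0.129 after quantile normalization, 0.221 after cyclic loess and 0.304 without the dim probe sets).
Of the genes read from the text for the SREBP-1a∆P subnet, 2 rose, 5 fell and 9 did not pass the test (4 rose and 5 fell when adjusted over the list alone) in alb-SREBP-1a, among them Got1 at −0.94 ± 0.20. Its median of −0.03 and lower direction by the test stand against a mean of 0.08 (adjusted p = 0.245). For the same list fry, a test against no change, gave 0.0362, also lower. Between the lines 1 rose, 8 fell and 7 did not pass the test (the same when adjusted over the list alone). The whole list was lower (adjusted p = 0.00738, adjusted p = 0.136 with an estimated correlation). Other settings ended the call (adjusted p = 0.181 after quantile normalization, 0.344 after cyclic loess and 0.445 without the dim probe sets). Of the genes so read for the phosphorylation subnet, 1 rose, 2 fell and 8 did not pass the test (2 rose and 2 fell when adjusted over the list alone) in alb-SREBP-1a (list adjusted p = 0.669). Socs2 stood at −0.65 ± 0.17 there. In alb-SREBP-1a∆P 1 rose, 5 fell and 5 did not pass the test (the same when adjusted over the list alone). An example is Jun at −0.58 ± 0.13. The list was lower as a whole (adjusted p = 0.0326, adjusted p = 0.124 with an estimated correlation). The call ended elsewhere, with an adjusted p of 0.364 after quantile normalization, 0.516 after cyclic loess and 0.522 without the dim probe sets. Socs2 did not pass with all 24 arrays in 1 fit. Elovl3 between the lines passed without alb-SREBP-1a replicates 1 and 2 (−0.38), and Slc3a1 between the lines passed with each array centred on its median (−0.40).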

The direct comparison of differential abundant transcripts of the phosphorylation subnet showed that glucose or energy metabolism and insulin-related signaling as well as cell survival accounted for the highest significances, in contrast to the lipid-centered pathways in the SREBP-1a and SREBP-1a∆P subnet (Table S6).

Next to expression differences observed, genes in the SREBP-1a∆P subnet correlated to clinical measures (BG, insulin sensitivity and β-cell function, SDH activity, cholesterol, TFA, liver weight) in C57Bl6 mice, but the correlation was lost in alb-SREBP-1a∆P mice. In the alb-SREBP-1a∆P mice, we observed correlation to TG, catalase activity, adipose tissue, and liver weight. Nine of these genes, including *Insig2, Elovl3*, and *G6pc*, correlated to specific catalase activity in the functional alb-SREBP-1a. Again, correlation was lost in the phosphorylation-deficient mouse model. One gene (*Lnc2*) showed inverse correlation in alb-SREBP-1a and alb-SREBP-1a∆P mice (Table S7). The phosphorylation subnet consisted of a total of 21 differential regulated transcripts between alb-SREBP-1a and alb-SREBP-1a∆P. Of these, 11 transcripts correlated to catalase activity in the genotypes. Seven of them negatively correlated to catalase activity in functional alb-SREBP-1a, three transcripts in alb-SREBP-1a∆P, or in C57Bl6. The latter correlations were not observed in SREBP-1a mice (Table S7).

### 2.7. Effect of Disruption of SREBP-1a Phosphorylation at MAPK Sites on Peroxisomal Proteome Patterns

Central interaction pathways indicated the molecular impact of intact SREBP-1a regulation by phosphorylation seem to involve ACOX or transcriptional networks especially mediated by PPARa, and the differential gene expression influenced by SREBP-1a phosphorylation pointed to peroxisomal catalase activity. Furthermore, the ability to phosphorylate SREBP-1a at MAPK sites had an impact on peroxisomal function, indicated as catalase activity. The differences in the peroxisomal protein patterns in the comparison of C57Bl6 vs. alb-SREBP-1a mice revealed only 12 differential abundant peroxisomal proteins (two increased in C57Bl6; 10 increased in alb-SREBP-1a) (Supplement Table S8). As the holistic investigation of overall peroxisomal protein alterations due to SREBP-1a phosphorylation was determined in an untargeted 2D-DIGE approach and consecutive mass spectrometry, which allows the direct and quantitative comparability of the experimental conditions, protein patterns were not further validated with another technique. Knowledge-based analyses of the differential abundant proteins are not informative due to the low number of differential proteins. The comparison of C57Bl6 vs. alb-SREBP-1a is summarized in Table S9; examples are given in Table 3. Solely suggested upstream elements INSR, MYC, or PPARA and networks centering around DSP, mediator, FBXO32, FBXW7, or HNF4A showed the highest overlap.

The comparison of C57Bl6 and alb-SREBP-1a∆P identified106 peroxisomal proteins (41 increased in C57Bl6; 67 increased in alb-SREBP-1a∆P). Redundant identification of proteins is immanent to the technique used, and can be due to protein modifications (Table S8). Knowledge-based analyses of the differential abundant proteins of the comparison of C57Bl6 and alb-SREBP-1a∆P are summarized in Table S10; examples are given in Table 3. A significant enrichment of pathways associated with fatty acid β-oxidation, mitochondrial dysfunction, tricarboxylic acid (TCA) Cycle II, amino acid degradation, arginine biosynthesis, sirtuin signaling, oxidative phosphorylation, or urea cycle was obtained. These pathways involve upstream regulators PPARA, PPARG, PPARGC1A, HNF4A, and signaling via INSR, ACOX1, MAP4K4, or LONP1. Suggested functions were centered on fatty acid metabolism or mitochondrial dysfunction, inhibition of RXR function, and PPARα/RXRα activation. The differential abundant proteins were assigned hepatic steatosis, liver proliferation and growth, or nonalcoholic fatty liver disease.

The ability to phosphorylate SREBP-1a further interferes with the peroxisomal protein patterns. The comparison of alb-SREBP-1a and alb-SREBP-1a∆P resulted in 130 differential abundant peroxisomal proteins (36 increased in alb-SREBP-1a; 99 increased in alb-SREBP-1a∆P) (Table S8). Knowledge-based analyses of the differential abundant proteins of the comparison of alb-SREBP-1a vs. alb-SREBP-1a∆P is summarized in Table S11; examples are given in Table 3. Here, in principle the same pathways were identified, but not necessarily the same pathway interacting proteins were differentially abundant. The differential abundant proteins can be assigned to various pathways including proteins ascertain to mitochondrial dysfunction, oxidative phosphorylation, sirtuin signaling, lipid metabolism including fatty acid β-oxidation, branched-chain α-keto acid dehydrogenase complex, 2-oxobutanoate degradation, acetyl-CoA, or fatty acid α-oxidation. Furthermore, proteins could be assigned to TCA Cycle, or amino acid degradation or biosynthesis, and other central metabolic degradation processes (urea cycle, ethanol or glycine betaine degradation, xenobiotic metabolism signaling, as well as PPARα/RXRα activation). Knowledge-based analyses identified the main upstream molecules involved were transcriptional activators PPARA, PPARGC1A, HNF4A, PPARG, KLF15, Esrra, and signaling proteins INSR, MAP4K4, LONP1, LEP, or growth hormone. Central networks involved were centered on INSR, ABHD5, ACOX1, and PPARA.

## 3. Discussion

In the present study, we describe the effect of an inactivation of MAPK-related phosphorylation sites in the central lipid metabolic transcription factor SREBP-1a on hepatic gene expression and peroxisome functionality. We compared mice overexpressing the transcriptional active domain of human SREBP-1a and a previously introduced mouse model that is deficient in MAPK ERK-1/-2, JNK and p38 stress kinase phosphorylation sites (S63A, S117A, T426V) [12]. Although having a similar phenotype as the controls, the observed differences in hepatic gene expression and peroxisomal function were unexpectedly larger in the phosphorylation-deficient SREBP-1a∆P, indicating broad regulatory alterations.

Even though the pathogenesis of NAFLD is still unclear, SREBP-1a appears to be a central player. Previous mechanistically investigations in animal models suggested that the metabolic gene regulatory profile of the liver interferes with environmental factors to determine fatty liver and metabolic syndrome (MetS) pathogenesis [9,19,20,21,22,23].

One major trigger of MetS is obesity, due to an access of systemic lipids presented by overnutrition or dysregulated DNL, fatty acid β-oxidation, lipid transport or clearance. Nevertheless, the risk to develop fatty liver increases with the number of MetS risk components like obesity, dyslipidemia and diabetes focusing on insulin resistance and BG as further important predictor of NAFLD [2,24,25].

The limited alterations in hepatic transcriptome and peroxisomal proteome in alb-SREBP-1a mice might be explained by the overpresence of a SREBP-1a molecule, which can be regulated as the endogenous molecule. Overall, increased mature SREBP-1a levels target regular SREBP-1a-related pathways, but there were also signs of counter regulation, e.g., the high expression of NR1D1, or degradation pathways like SIRT or RNA modification via proteasome for signal ablation. 

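Degradation genes moved in both directions in alb-SREBP-1a liver. Of 37 proteasome subunits, 5 rose, 3 fell and 29 did not pass the test (6 rose and 3 fell when adjusted over the list alone). The core subunit Psma2 rose by 0.52 ± 0.11 and the activator subunit Psme1 by 0.29 ± 0.06, and Psmb5 fell by 0.28 ± 0.06. Of 37 ubiquitin conjugation genes 4 rose, 2 fell and 31 did not pass the test (6 rose and 2 fell when adjusted over the list alone). The conjugating enzyme Ube2r2 rose by 0.63 ± 0.06, with 8 of 8 arrays above every C57Bl6 array. Of 33 autophagy genes 4 rose, 3 fell and 26 did not pass the test (6 rose and 4 fell when adjusted over the list alone). Atg13, which starts autophagosome formation, rose by 0.63 ± 0.08 and Map1lc3a by 0.65 ± 0.09, while Atg16l2 fell by 0.32 ± 0.07. None of these 3 lists passed as a whole (adjusted p = 0.442 for the proteasome, 0.379 for ubiquitin conjugation and 0.306 for autophagy). For ubiquitin conjugation the median of −0.01 and the mean of 0.04 differ in sign, and the test points higher.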

In the phosphorylation-deficient model; however, the same pathways were activated as in alb-SREBP-1a, but, interestingly, different molecules are responsive, indicating that the regulation is somehow spoiled.

NR1D1 (REV-ERB alpha) is phosphorylation-independent and the highest differentially regulated transcript in alb-SREBP-1a and alb-SREBP-1a∆P. It has been shown that NR1D1 interferes with the proteolytic activation of SREBPs in Golgi membranes via Insig2 transcription activation and therefore in sequestering of mature SREBP proteins to the endoplasmic reticulum membranes [26,27]. 

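In the direct comparison of the lines, Nr1d1 was higher in alb-SREBP-1a∆P by 0.30 ± 0.10, with 3 of 8 arrays above every alb-SREBP-1a array, and its paralogue Nr1d2 stood at 0.03 ± 0.15 (adjusted p = 0.872). The clock repressor genes Ciart and Bhlhe41 rose by 0.60 ± 0.14 and 0.52 ± 0.17, and Arntl and Nfil3 fell by 0.67 ± 0.16 and 0.67 ± 0.15. Of 11 clock repressors and PAR bZIP genes 4 rose, 1 fell and 6 did not pass the test (the same when adjusted over the list alone). That list did not pass (adjusted p = 0.0927), but did with camera under other settings (adjusted p = 0.00144 after quantile normalization, 0.000560 after cyclic loess, 0.00222 without the dim probe sets and 0.0255 without alb-SREBP-1a replicates 1 and 2, while fry, a test against no change, gave 0.0399). Of 5 activators and RORE-driven genes 4 fell and 1 did not pass the test (5 fell when adjusted over the list alone). As a list they were lower (adjusted p = 0.0233, adjusted p = 0.195 with an estimated correlation). In other settings the call was lost (adjusted p = 0.105 after quantile normalization, 0.281 after cyclic loess and 0.273 without the dim probe sets). Bhlhe41 did not pass after quantile normalization, with each array centred on its median or after cyclic loess, and Nfil3 did not pass after cyclic loess. Nr1d1 did not pass with each array centred on its median.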

Of note, Insig2 is downregulated in alb-SREBP-1a, but not in alb-SREBP-1a∆P, a further indication of disturbed regulation processes. 

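Insig2, which encodes an endoplasmic reticulum anchor of the SREBP complex, fell by 0.65 ± 0.17 in alb-SREBP-1a and by 1.17 ± 0.11 in alb-SREBP-1a∆P. Its log2 level was 11.58 ± 0.21 (SD) in C57Bl6, 10.93 ± 0.47 in alb-SREBP-1a and 10.41 ± 0.24 in alb-SREBP-1a∆P, and in direct comparison alb-SREBP-1a∆P was lower by 0.52 ± 0.18. Insig2 lay below every C57Bl6 array in 5 of 8 alb-SREBP-1a and 8 of 8 alb-SREBP-1a∆P arrays. Its paralogue Insig1, an SREBP target, rose by 0.34 ± 0.09 in alb-SREBP-1a∆P. The tests are limma fits on 8 arrays per genotype, and the probe sets do not separate liver isoforms of Insig2. Insig1 did not pass with each array centred on its median, and Insig2 in alb-SREBP-1a did not pass without alb-SREBP-1a replicates 1 and 2. Insig2 between the lines did not pass after quantile normalization or after cyclic loess.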

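Cyp7a1 fell by 1.06 ± 0.15 in alb-SREBP-1a∆P liver against C57Bl6, with 8 of 8 arrays below every C57Bl6 array, and stood at −0.48 ± 0.28 (adjusted p = 0.315) in alb-SREBP-1a. The bile salt export pump Abcb11 fell by 0.78 ± 0.10 in alb-SREBP-1a∆P, the bile acid CoA ligase Slc27a5 by 0.54 ± 0.06, the reductase Akr1d1 by 0.62 ± 0.08 and Cyp39a1 by 1.02 ± 0.14. Of 26 genes of bile acid synthesis and transport, 1 rose, 17 fell and 8 did not pass the test (1 rose and 19 fell when adjusted over the list alone). Together these genes were lower (adjusted p = 2.90e-05, and adjusted p = 0.0126 with an estimated correlation). Between the lines 13 fell and 13 did not pass the test (14 fell when adjusted over the list alone), with the bile acid receptor gene Nr1h4 at −0.61 ± 0.09. Camera placed the list lower (adjusted p = 0.00233, adjusted p = 0.136 with an estimated correlation). Not all settings kept this call (adjusted p = 0.114 after quantile normalization, 0.344 after cyclic loess and 0.453 without the dim probe sets).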

NR1D1 also regulates cholesterol-7α-hydroxylase (CYP7A1) expression, the rate-limiting enzyme in converting cholesterol to bile acids [27], making a possible link to the reduced cholesterol levels observed in alb-SREBP-1a∆P.

Another mechanism to attenuate signaling might be highlighted by the overrepresentation of SIRT signaling components. The highly-conserved NAD+ dependent histone and non-histone deacetylase SIRT decreases FA synthesis and increases β-oxidation. Mechanistically this is mediated via generation of *O*-acetyl-ADP-ribose and regulated hormonally or environmentally via cellular NAD+ concentrations. For example, Sirt-1 is involved in NAFLD and steatosis development in humans and mice [28,29,30], where SIRT increase counteracts the fatty liver phenotype.

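Some genes of other families with little expression in liver rose in alb-SREBP-1a∆P against C57Bl6. Dim probe sets as a whole rose in this comparison, with medians of 0.37, 0.32 and 0.27 in the 3 dimmest of 10 groups. The median was 0.51 for keratin-associated and late cornified envelope genes and 0.48 for taste, trace amine and formyl peptide receptors. It was 0.37 for beta-defensins and 0.36 for placental prolactins. Whether these families rose beyond other dim probe sets was not tested. The hair protein genes Krtap5-2 and Krtap5-3 rose by 1.27 ± 0.18 and 1.24 ± 0.18, and the bitter taste receptor Tas2r118 by 0.94 ± 0.13. The antimicrobial peptide gene Defb47 rose by 0.95 ± 0.17 and the placental hormone gene Prl2c1 by 0.83 ± 0.14. Of 75 keratin-associated and late cornified envelope genes, 61 rose and 14 did not pass the test (62 rose when adjusted over the list alone). The list test found them higher (adjusted p = 4.84e-14, and adjusted p = 0.0410 with an estimated correlation). Of 54 taste, trace amine and formyl peptide receptors 41 rose and 13 did not pass the test (43 rose when adjusted over the list alone). Taken as 1 list they were higher (adjusted p = 8.33e-10, and adjusted p = 0.0197 with an estimated correlation). Of 39 beta-defensins 23 rose, 1 fell and 15 did not pass the test (24 rose and 1 fell when adjusted over the list alone). Against all other genes the list was higher (adjusted p = 8.94e-05, adjusted p = 0.0925 with an estimated correlation). Of 19 placental prolactin genes 11 rose and 8 did not pass the test (12 rose when adjusted over the list alone). As a group they were higher (adjusted p = 0.000364, adjusted p = 0.0593 with an estimated correlation). The adjusted p was 0.184 after cyclic loess and 0.0839 without the dim probe sets for beta-defensins, and 0.114 after quantile normalization and 0.447 after cyclic loess for placental prolactins. Defb1 fell by 0.77 ± 0.12.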

The vast number of olfactory receptors (OLFR) overrepresented in alb-SREBP-1a∆P is puzzling. OLFR genes are the largest gene family in the eukaryotic genome and they are expressed in olfactory active cells in a “one specific OLFR per cell” fashion to enable adaptive olfaction. The gene regulation of OLFR genes is mainly constitutive with posttranscriptional degradation [31]. There were no hints up to now that this gene family is expressed in the liver to the observed extent. 

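Receptor probe sets sit near the floor of the arrays: the median log2 level of olfactory receptors was 3.92 and of vomeronasal receptors 3.44, against 5.61 for all probe sets. Below the array median lay 96.6% and 98.2% of them, and 59.4% and 77.2% were in the dimmest 20%. Olfr154 went from 3.32 ± 0.16 (log2 ± SD) in C57Bl6 to 4.55 ± 0.33 in alb-SREBP-1a∆P, a rise of 1.23 ± 0.13, and Olfr263 from 3.54 ± 0.21 to 4.76 ± 0.42 (1.22 ± 0.16). Olfr1410, a brighter receptor, rose by 0.85 ± 0.08 from 5.49 ± 0.09. Probe sets of other genes drawn at the same levels as the olfactory receptors had a median log2 fold change of 0.30 (0.28 to 0.33 over 1000 draws) in alb-SREBP-1a∆P, where the receptors had 0.58.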

Several OLFR have been identified in non-olfactory tissues, and these interact with metabolism, maybe in “sniffing” available metabolite concentrations for metabolic adaptation and regulation of energy metabolism. These include OLFR that act on hepatic TG or FFA metabolism, adipose tissue FA lipolysis, or beta cell insulin secretion and further evidence is just emerging [32,33,34]. Although the biological relevance is unclear, our study confirms an earlier observation of increased OLFR gene expression in fatty liver of an adipose tissue transplantation model [35]. The emergence of OLFRs is a sign of disturbed gene regulation due to the phosphorylation-deficient SREBP-1a transcription factor, which might function as a dominant negative bait SREBP-1 molecule.

SREBPs act as homo- or heterodimers dimers to activate genes in lipid metabolism, whereas the composition of dimers has different transactivation potential. SREBP-1a as well as SREBP-2 homodimers or a SREBP-1a/2 heterodimers activate target genes more robustly than SREBP-1c homodimer [36]. In addition, the activation domain of both dimerization partners is essential for full transcriptional activity [37]. In this context, our construct might act as homodimer with low transactivity or as a negative bait for hetero-dimerization with the endogenous SREBPs. In regard to hormone regulation of lipid metabolic gene expression, this construct might result in hepatic insulin resistance selectively on lipid metabolism.

Metabolic fitness interferes with the activity of intracellular organelles in healthy and diseased conditions. We and others recently reported that cellular organelles controlling energy homeostasis, i.e., mitochondria and peroxisomes, are involved in the development of fatty liver and the metabolic syndrome [17,18,38,39]. Especially peroxisomes showed up as first aid adaption to altered metabolic needs [18]. In this study, catalase activity was elevated in alb-SREBP-1a∆P, independent of increased liver weight, accompanied by alterations in the peroxisomal proteome. Furthermore, PPARA, HNF4a, or peroxisomal ACOX-1 expression differences were of the highest enrichments indicating the well-characterized integrative expression network of gene expression of peroxisomal target genes [40,41]. 

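Some peroxins, which build peroxisomes and import their enzymes, were lower in alb-SREBP-1a∆P: the import receptor Pex7 fell by 1.09 ± 0.12 against C57Bl6, Pex2 by 0.60 ± 0.08, Pex5 by 0.56 ± 0.08 and Pex10 by 0.70 ± 0.11. In 8 of 8 arrays Pex7 lay below every C57Bl6 array. Of 14 peroxin genes, 1 rose, 9 fell and 4 did not pass the test (the same when adjusted over the list alone). In the list test they were lower (adjusted p = 0.00215, adjusted p = 0.175 with an estimated correlation). The call did not hold in other settings, with an adjusted p of 0.0862 after quantile normalization, 0.157 after cyclic loess and 0.0702 without the dim probe sets. Against alb-SREBP-1a, 1 rose, 10 fell and 3 did not pass the test (1 rose and 11 fell when adjusted over the list alone). An example is Pex11a, a factor of peroxisome division, at −0.61 ± 0.11. The whole list was lower (adjusted p = 0.000793, adjusted p = 0.136 with an estimated correlation). It was lost in other settings (adjusted p = 0.122 after cyclic loess). In alb-SREBP-1a against C57Bl6 the list did not pass (adjusted p = 0.770), and 1 fell and 13 did not pass the test. Hnf4a stood at 0.13 ± 0.07 (adjusted p = 0.158) between the lines. PPARα targets in alb-SREBP-1a∆P against C57Bl6 were lower as a list (adjusted p = 0.000149, adjusted p = 0.140 with an estimated correlation). Of 22, 2 rose, 13 fell and 7 did not pass the test (2 rose and 14 fell when adjusted over the list alone). Examples are Pdk4 at −1.46 ± 0.16 and Slc25a20 at −0.74 ± 0.10. Hnf4a passed after cyclic loess (0.29).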

In line with a previous report of a protective effect of endogenous catalase activity in fatty liver [42], a further novel finding of our study was the observation that half of the genes that center around SREBP-1 and differ in regulation according to the ability of SREBP-1a to be phosphorylated are correlated with peroxisomal catalase activity. These included genes like CWF19L1, which was previously shown to act in fatty liver and metabolic diseases [43,44,45,46]. Furthermore *Lcn2* (lipocalin-2) correlated to catalase activity dependent on SREBP-1a phosphorylation. In support of our observation, Lcn-2 was shown to influence liver TG and oxidative stress via subcellular organelles [47].

Hepatic insulin resistance is sufficient to induce dyslipidemia as in MetS. In states of insulin resistance plasma glucose is increased, in combination with increased hepatic lipids and plasma TG due to reduced muscle glucose uptake accompanied by increased adipose tissue lipolysis. Mechanistically, increasing BG shifts from glucose production via gluconeogenesis to glycogen storage, with insulin regulating gluconeogenesis and lipogenesis in liver. SREBP-1 integrates several phosphorylation cascades on several regulatory levels. Degradation of active SREBP-1 is controlled by phosphorylation cascades [15]. In regard to insulin signaling, phosphorylation of SREBPs by MAPK couples insulin to the gene regulatory machinery [14]. Insulin signaling involves a phosphorylation cascades with numerous targets. In regard to hepatic glucose metabolism the forkhead transcription factor O1 (FoxO1) is a central regulator and defined endpoint of insulin signaling. Phosphorylation of FoxO1 interferes with its nuclear translocation, so insulin signaling attenuates the transactivation of gluconeogenesis by reduced transcription of PEPCK and G6Pase. In parallel, lipid metabolism is activated by SREBP-1 as a direct target of insulin signaling via MAPK [10]. This activation is completely abolished if the phosphorylation sites were mutated [11,12,13,14]. In this respect, SREBP-1 integrates the hormone signal also to transcriptional activation of DNL and also lipid transport via LDL receptor or VLDL assembling [12,48]. Of note, we identified a SREBP-1 mutation in direct proximity of S117 in a patient with dyslipidemia phenotype and marked hypocholesterinemia [48].

In hepatic insulin resistance, FoxO1 is no longer inhibited and SREBP-1 is active. As a consequence, there is gluconeogenesis and lipogenesis at the same time, resulting in increased glucose and lipid content of the cells. This concept was impressive demonstrated in the liver specific insulin receptor KO (LIRKO) mice, as a genetic model of isolated hepatic insulin resistance [49]. LIRKO mice show reduced liver weight, hyperglycemia, hyperinsulinemia dyslipidemia and hypercholesterinemia accompanied by reduced expression of SREBP family genes and their downstream targets [49]. Our investigations indicate that, in regard to SREBP-1-regulated genes, alb-SREBP-1a∆P mice show a shift from lipid metabolic pathways to insulin resistance, thus uncoupling one metabolic arm of hepatic insulin resistance and resembling the model for the selective versus total insulin resistance suggested by Brown and Goldstein [20].

In Conclusion, like the LIRKO mice, alb-SREBP-1a∆P mice resemble a hepatic model of insulin resistance, but in contrast to LIRKO appears to be selective for lipid metabolism. Compared to the alb-SREBP-1a mice there are phenotypical parallels of alb-SREBP-1a∆P to LIRKO, but, in contrast to LIRKO mice, the alb-SREBP-1a∆P mice showed hypocholesterinemia. This, in combination with the increased peroxisomal activity, might point to the importance of peroxisomal function and its role in the compartmentation of cholesterol and bile acid synthesis.

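With both an adjusted p under 0.05 and at least 1.5-fold, 788 probe sets rose and 238 fell in alb-SREBP-1a against C57Bl6, compared with 3503 and 2329 in alb-SREBP-1a∆P. Of 49 gene lists 13 were shifted in alb-SREBP-1a, 8 higher and 5 lower. With an estimated correlation none passed with camera, 4 had an unadjusted p under 0.05 and the lowest adjusted p was 0.102. Among lists that were shifted, genes of methionine and cysteine metabolism were lower (adjusted p = 5.10e-05, adjusted p = 0.437 with an estimated correlation). Of 17, 1 rose, 10 fell and 6 did not pass the test (3 rose and 11 fell when adjusted over the list alone). Examples are Cth at −0.80 ± 0.11 and Bhmt, which remethylates homocysteine, at −0.46 ± 0.08. Of 25 genes of branched-chain amino acid degradation 9 fell and 16 did not pass the test (3 rose and 12 fell when adjusted over the list alone). The list was lower as a whole (adjusted p = 6.12e-05, adjusted p = 0.437 with an estimated correlation), with Hibadh at −0.41 ± 0.09. Mitochondrial fatty acid oxidation did not pass as a list (adjusted p = 0.214). Of its 18 genes 1 rose, 4 fell and 13 did not pass the test (4 rose and 7 fell when adjusted over the list alone), with Acaa2 at −0.27 ± 0.06. RNA polymerase II genes did not pass either (adjusted p = 0.668), though Polr2l rose by 1.00 ± 0.10. Hibadh did not pass with the mean over all its probe sets.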

Taken together, although there is a clear phenotype of mice having abundant SREBP-1a activity, there are no gross alterations compared to wild-type mice at the cellular level regarding hepatic gene expression profiles and proteome of peroxisomes. However, the inability of SREBP-1 phosphorylation to take place by MAPK leads to major changes in cellular signaling cascades, although phenotype per se was almost not affected. This might indicate that post-translational modification of transcription factors does not interfere with the baseline phenotype, but might affect responses to external stimuli, like prevention of fatty liver disease in these mice.

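The paper concludes that the phosphorylation-deficient transgene brings major changes in signalling while the phenotype stays close to that of controls. It rests this on the numbers of changed transcripts, on pathway and regulator enrichment in each comparison, and on peroxisomal proteins. Clinical and hormone measurements, catalase and SDH activity, and correlations of genes with catalase activity and clinical measures also enter. The paper states that NR1D1 rises in both lines and that the same pathways respond through different molecules when SREBP-1a cannot be phosphorylated. It takes the olfactory receptors as a sign of disturbed regulation and proposes that the mutant might act as a dominant negative bait. It concludes that alb-SREBP-1a∆P mice resemble hepatic insulin resistance, which appears to be selective for lipid metabolism. In the arrays 35 of 49 gene lists were shifted in alb-SREBP-1a∆P against C57Bl6, 12 higher and 23 lower, of which 9 passed with an estimated correlation. After quantile normalization 11 were higher and 12 lower, and after cyclic loess or without the dim probe sets 9 and 12. Between the lines 35 were shifted, 9 higher and 26 lower, against 9 and 13 after quantile normalization, 7 and 8 after cyclic loess and 7 and 11 without the dim probe sets. With an estimated correlation none of those passed with camera, 14 had an unadjusted p under 0.05 and the lowest adjusted p was 0.0552. Proteasome genes in alb-SREBP-1a∆P against C57Bl6 are an example: 28 fell and 9 did not pass the test (1 rose and 29 fell when adjusted over the list alone). As a list they were lower (adjusted p = 1.39e-08, adjusted p = 0.121 with an estimated correlation), with Psmd5 at −0.93 ± 0.09 and Psmd11 at −0.71 ± 0.08. Of SUMO conjugation genes 10 fell and 5 did not pass the test (the same when adjusted over the list alone). Examples are Sumo2 at −0.58 ± 0.07. Together these genes were lower (adjusted p = 0.000467, adjusted p = 0.128 with an estimated correlation).
At an adjusted p under 0.05 and 1.5-fold, 2569 probe sets were higher and 1406 lower in alb-SREBP-1a∆P than in alb-SREBP-1a. Without the dim probe sets, 3030 probe sets passed the paper's thresholds against C57Bl6 and 1944 between the lines. Protein levels, MAPK activity and phosphorylation were not analysed here.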

## 4. Materials and Methods 

### 4.1. Animals and Phenotype Characterization

C57Bl6 (C57Bl6), C57Bl6-TgN alb-HA-hSREBP-1a-NT (alb-SREBP-1a) and C57Bl6-TgN alb-HA-hSREBP-1a∆P-NT (alb-SREBP-1a∆P) were used in the study [12]. Mice were bred and maintained under standard conditions (12 h light/dark cycle; 22 ± 1 °C, 50 ± 5% humidity). Male litter mates of each genotype (*n* = 15 each) were kept under standardized conditions with free access to water and regular laboratory chow (13.7 mJ/kg: 53% carbohydrate, 36% protein, 11% fat (Ssniff, Soest, Germany)) from six to 24 weeks of age. Mice were sacrificed by CO_2_ asphyxiation (7:00 a.m.). Blood samples were collected by left ventricular puncture and livers were removed. The Animal Care Committee of the University of Duesseldorf approved animal care and procedure (Approval #50.05-240-35/06, August 2006).

Phenotypical characterization, serum diagnostics of clinical measures, and surrogate parameters of insulin resistance were performed as previously described [12,17,18]. Serum-free fatty acid (FFA) and hepatic total fatty acid (TFA) contents were determined by gas chromatography. Hormone concentrations (insulin, glucagon, leptin, adiponectin, GIP, GLP-1 and ghrelin) in serum were determined with the Multiplex Immunoassay Bioplex System (BioRad, Bio-Plex™ Protein Array System, Munich, Germany) according to the supplier’s instructions.

Peroxisomal proteome analyses, 2D-DIGE™, and protein identification were completed by MALDI-MS.

Subcellular fractionation was used to isolate peroxisomes from 1.5 g fresh liver tissue. The organelle quality of all preparation steps were monitored by marker enzyme activity in isolated organelles, and electron microscopy as described [12,17,18]. Marker enzyme assays and mitochondrial copy number were determined as described [12,47,50]. Highly enriched peroxisomes were processed in 2D-DIGE^™^ experiments.

In brief, per 2D-DIGE gel comparison 50 μg proteins were labeled with 400 pmol cyanine dyes Cy3 and Cy5 (GE Healthcare, Munich, Germany) [50]. Samples were labeled in separate replicates with either Cy3 or Cy5 to avoid dye bias. For each comparison, equal amounts of unlabeled protein (25 µg) were combined as internal standard and labeled with Cy2 dye. Per experiment, proteins of condition 1 (Cy3) and 2 (Cy5; or vice versa) and the Cy2-labeled internal standard were combined and subjected to isoelectric focusing (IEF) on a MultiPhor II electrophoresis unit (Amersham Biosciences, Freiburg Germany) using IPG strips (24 cm; pH 4–7, pH 6–9; linear) according to the manufacturer’s recommendations. IEF-focused proteins were then separated by size in the second dimension on a 1.0 mm thick linear 12% polyacrylamide gels (24 cm × 18 cm) combined with a Tris (0.1 M)/Tricine (0.1 M) buffer system (EttanDalt 12 system (Amersham Biosciences)). Gels were scanned (Typhoon 9400 (Amersham Biosciences) at a resolution of 100 µm, with a photomultiplier tube of 550 V. For spot picking, gels were subsequently stained with colloidal Coomassie. Determination of protein spot abundance and statistics was carried out automatically using Proteomwaver, 4.0, (BioRad, Munich, Germany). The analysis parameters were set to a standardized average spot volume ratio of 1.5-fold, *p* < 0.01, 20% CV, significantly altered protein spots need to be present in *n* = 4 replicates. Differential protein spots were analyzed by MALDI-MS in a time-of-flight Ultraflex-Tof/Tof (BrukerDaltoniks, Bremen, Germany). Proteins were identified using the mouse subset of Swiss-Prot (Sprot_2016 (Available online: http://www.uniprot.org/)) non-redundant database and our peroxisomal database reference maps (Available online: http://www.diabesityprot.org) as described [12,17,18]. Data are available at our organelle database (Available online: http://www.diabesityprot.org).

### 4.2. Gene Expression Analyses

RNA extraction (Qiagen, Hilden, Germany) of snap frozen biopsies were performed as described [18]. Genome wide expression analyses (*n* = 8 per genotype) were performed with 150 ng RNA according to the Ambion WT Expression Kit and the WT Terminal Labelling Kit (Affymetrix, Freiburg, Germany). All protocol steps were monitored using a RNA 6000 nano kit (Agilent, Taufkirchen, Germany). Complementary RNA samples were hybridized to Mouse Gene 1.0 ST arrays, and analyzed with a GeneChip scanner 3000 7G (GDAS 1.4 package, Affymetrix, (Thermofisher Scientific, Darmstadt, Germany)). Data were analyzed with Expression Console^TM^ v1.1 and Transcriptome Analysis Console^TM^ v2.0 (Affymetrix) as described [17]. Full datasets are available under accession number GSE110569 (Available online: www.ncbi.nlm.nih.gov/geo/).

For functional annotation of differentially expressed genes and peroxisomal proteins, Web-based tools from public database sources were used. Information-driven analyses including functional annotation was performed with IPA^®^ (Ingenuity^®^ Pathway Analysis winter release 2017, Qiagen, Hilden, Germany). For gene expression analyses, expression fold change (1.5-fold) and expression differences of the separate comparisons C57Bl6 vs. alb-SREBP-1a, C57Bl6 vs. alb-SREBP-1a∆P and alb-SREBP-1a vs. alb-SREBP-1a∆P (*p*-value < 0.05) were analyzed following the IPA^®^ core analyses modules. The differential peroxisomal protein patterns of the comparisons C57Bl6 vs. alb-SREBP-1a, C57Bl6 vs. alb-SREBP-1a∆P and alb-SREBP-1a vs. alb-SREBP-1a∆P were also analyzed in IPA^®^ using expression fold change and *t*-test derived *p*-values. Pathways were generated form respective networks suggested by IPA^®^.

Statistical analyses were performed in Prism 7.0 (GraphPad Inc, San Diego, USA) and SPSS (version 24 IBM, Boeblingen, Deutschland). Data are given as mean ± standard deviation (SD) and data were directly compared with an unpaired Student’s *t* test. Clinical values are presented as mean ± SD. Multiplex Immunoassay Data were analyzed by Bio-Plex Manager™ (Version 6.1) Software (BioRad, Munich, Germany). Pearson correlation coefficients with a two-tailed *p*-value were determined in SPSS.

## Figures and Tables

**Figure 1:**
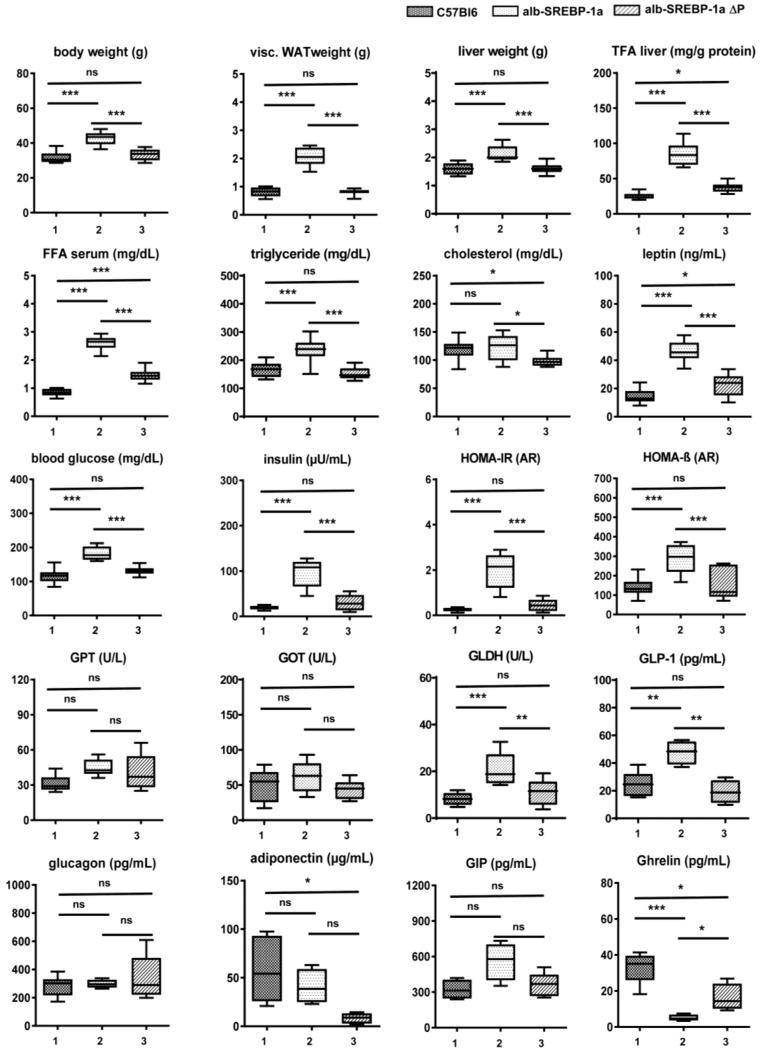
Metabolic characterization of (1) C57Bl6, (2) alb-SREBP-1a and (3) alb-SREBP-1a∆P mice used in the study. Clinical parameters were determined in male mice at 24 weeks of age. Data are expressed as mean ± SD (*n* = 8 of each phenotype). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 by Student’s *t* test. Diagram title indicates parameter displayed on *Y*-axis. Abbreviations are: FFA, free fatty acids; GLDH, glutamate dehydrogenase; GIP, glucagon like peptide; GPT, glutamat-pyruvat-transaminase; GOT glutamat-oxalacetat-transaminase; HOMA-IR, homeostatic model assessment of insulin resistance; HOMA-%β, homeostatic model assessment of β-cell function (%); TFA, total fatty acids; Visc. WAT, visceral white adipose tissue.

**Figure 2:**
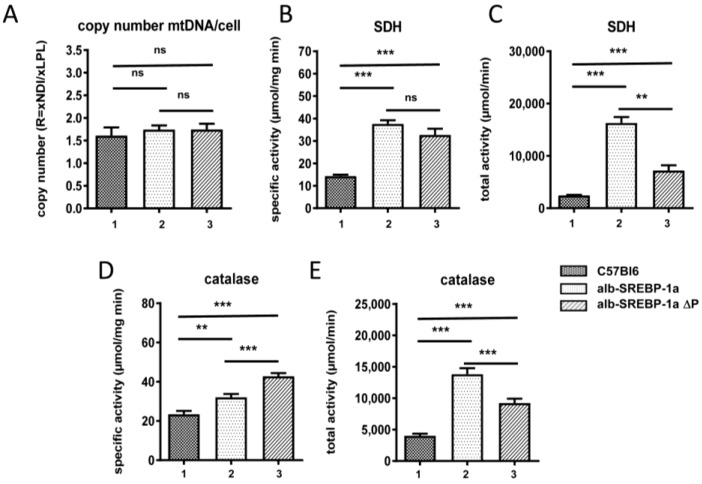
Mitochondria and Peroxisomes in (1) C57Bl6, (2) alb-SREBP-1a and (3) alb-SREBP-1a∆P mice. (**A**) The mitochondrial DNA content was determined in comparison to genomic DNA in C57Bl6, alb-SREBP-1a and alb-SREBP-1a∆P mice (*n* = 15). Mitochondrial SDH activities (specific (**B**), total (**C**)) and specific (**D**) and total (**E**) peroxisomal catalase activity were determined in liver homogenates of C57Bl6, alb-SREBP-1a and alb-SREBP-1a∆P mice (*n* = 15). Data are expressed as mean ± SD (*n* = 8 of each phenotype). * *p* < 0.05, ** *p* < 0.01 *** *p* < 0.001 by Student’s *t* test. Abbreviations are: mtDNA, mitochondrial DNA; SDH, succinate dehydrogenase.

**Figure 3:**
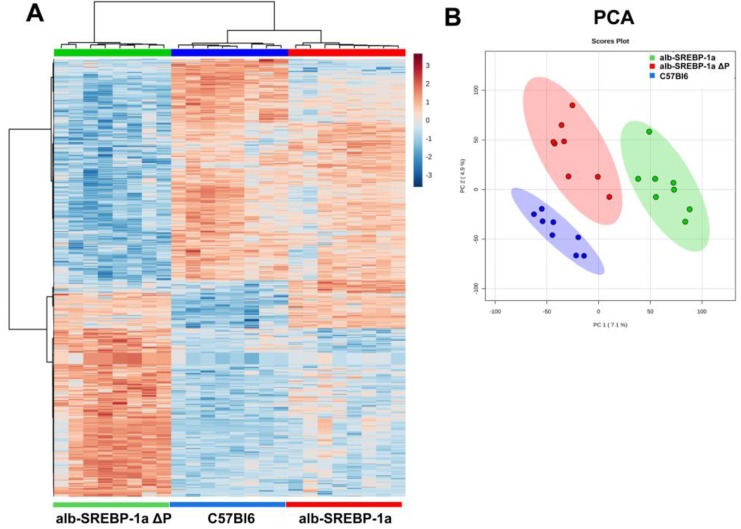
Hepatic gene expression in C57Bl6, alb-SREBP-1a and alb-SREBP-1a∆P mice. (**A**) Heat map of differential expressed genes (top 2500 genes, ANOVA, complete analyses in Table S2). (**B**) Principal component analyses (PCA) of all expressed genes.

**Figure 4:**
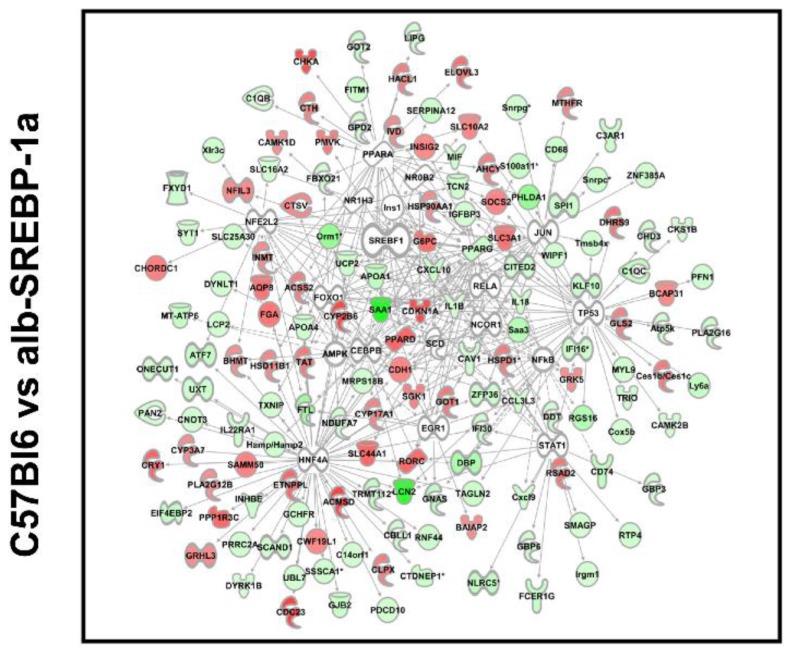

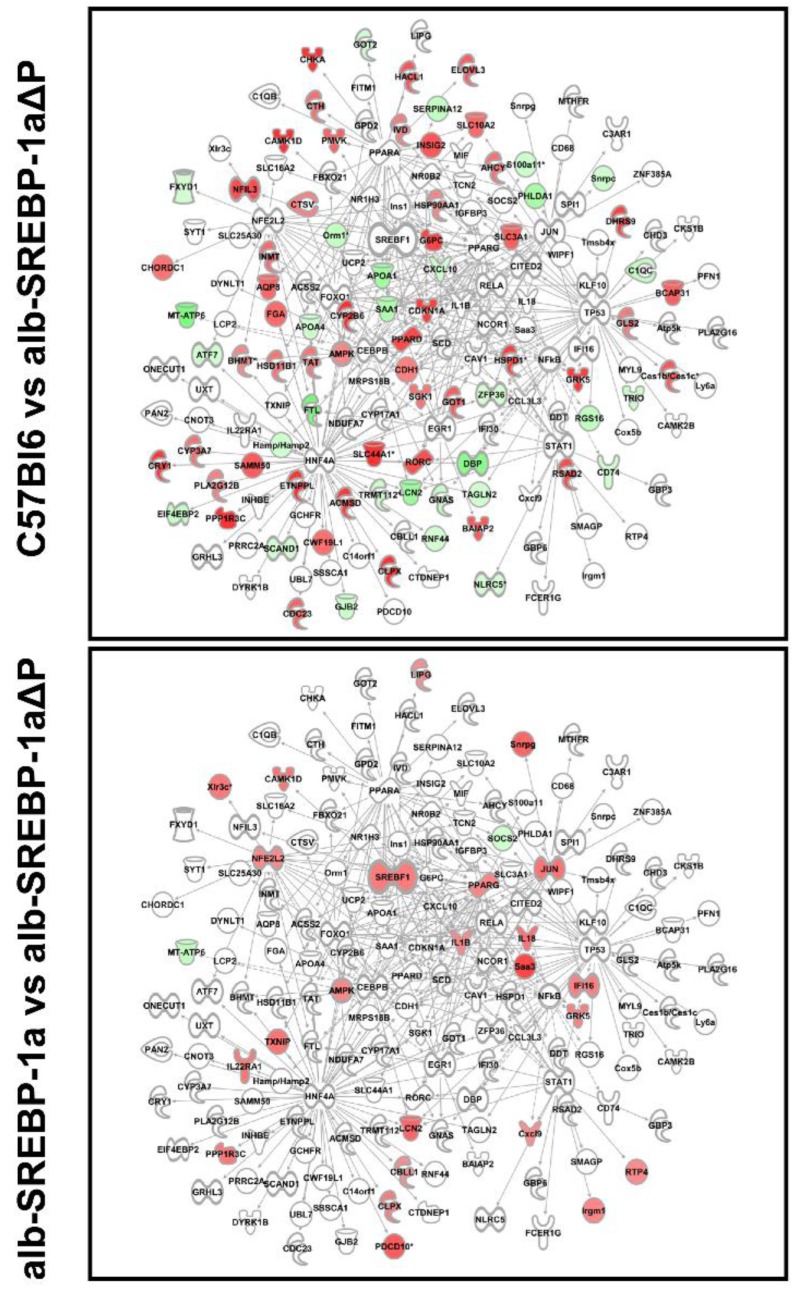
Differential regulation of SREBP-1-centered genes in the comparisons C57Bl6 vs. alb-SREBP-1a, C57Bl6 vs. alb-SREBP-1a∆P, and alb-SREBP-1a vs. alb-SREBP-1a∆P. Genes with differential gene expression (1.5-fold, *p*-value < 0.05) were used for IPA Core analyses. Genes in the SREBP-1 network were analyzed for differential expression in the comparisons C57Bl6 vs. alb-SREBP-1a, C57Bl6 vs. alb-SREBP-1a∆P, and alb-SREBP-1a vs. alb-SREBP-1a∆P. Color code indicates: red: increase in condition 1, green: decrease in condition 1 based on measured expression differences.

**Figure 5:**
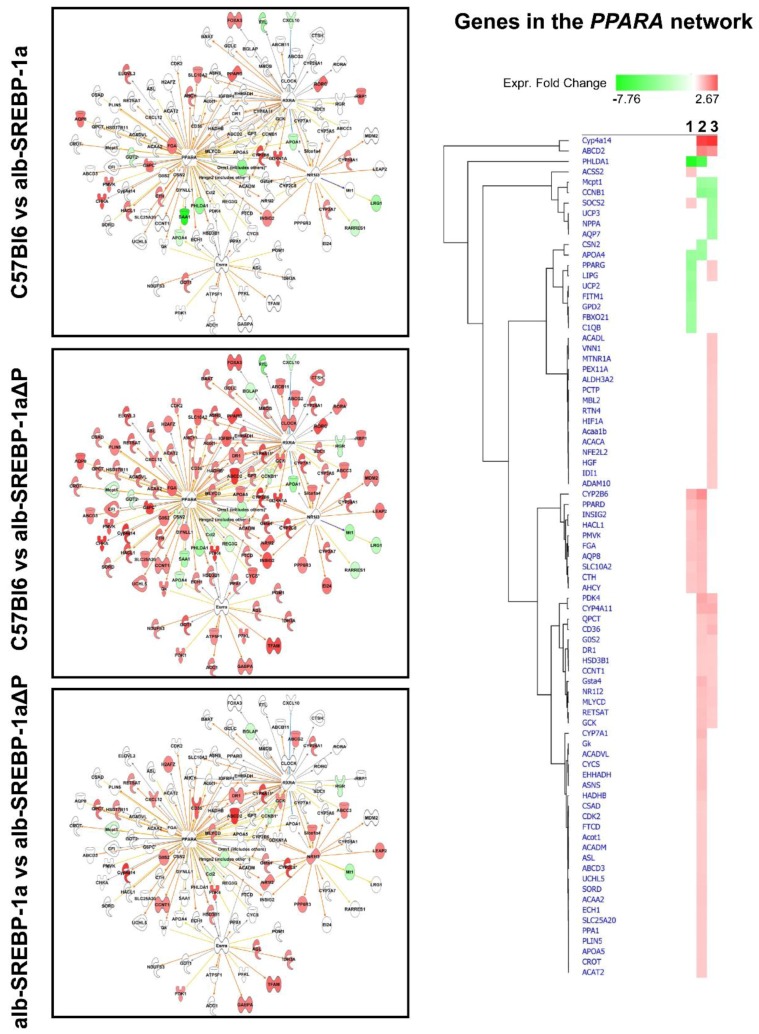

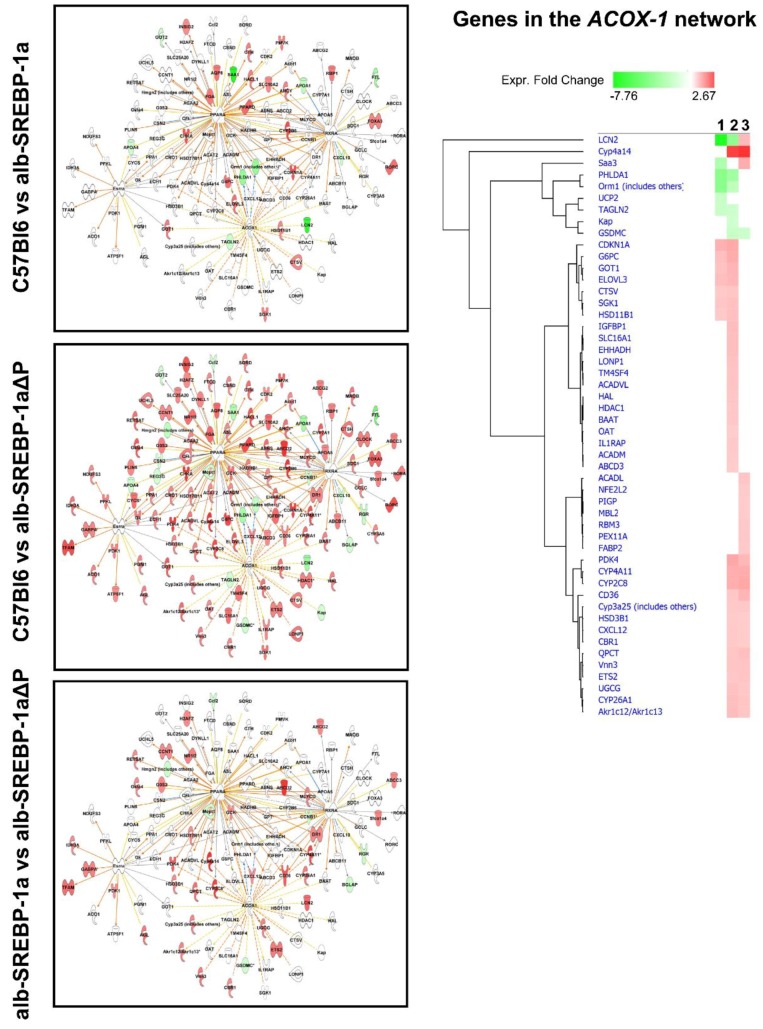
Overlap of the differential hepatic gene expression of the comparisons C57Bl6 vs. alb-SREBP-1a, C57Bl6 vs. alb-SREBP-1a∆P, and alb-SREBP-1a vs. alb-SREBP-1a∆P to interaction networks centered to PPARA or ACOX-1. Genes with differential gene expression (1.5-fold, *p*-value < 0.05) were used for IPA core analyses. Color code indicates knowledge-based interpretation (amber: predicted activation, blue: predicted inhibition, yellow: inconsistence with state of downstream molecule, black: effect not predicted) and different abundance (red: increase in condition 1, green: decrease in condition 1) based on measured expression. Different abundance of network genes is indicated in detail in the hierarchical cluster with 1: C57Bl6 vs. alb-SREBP-1a, 2: C57Bl6 vs. alb-SREBP-1a∆P, and 3: alb-SREBP-1a vs. alb-SREBP-1a∆P.

**Figure 6:**
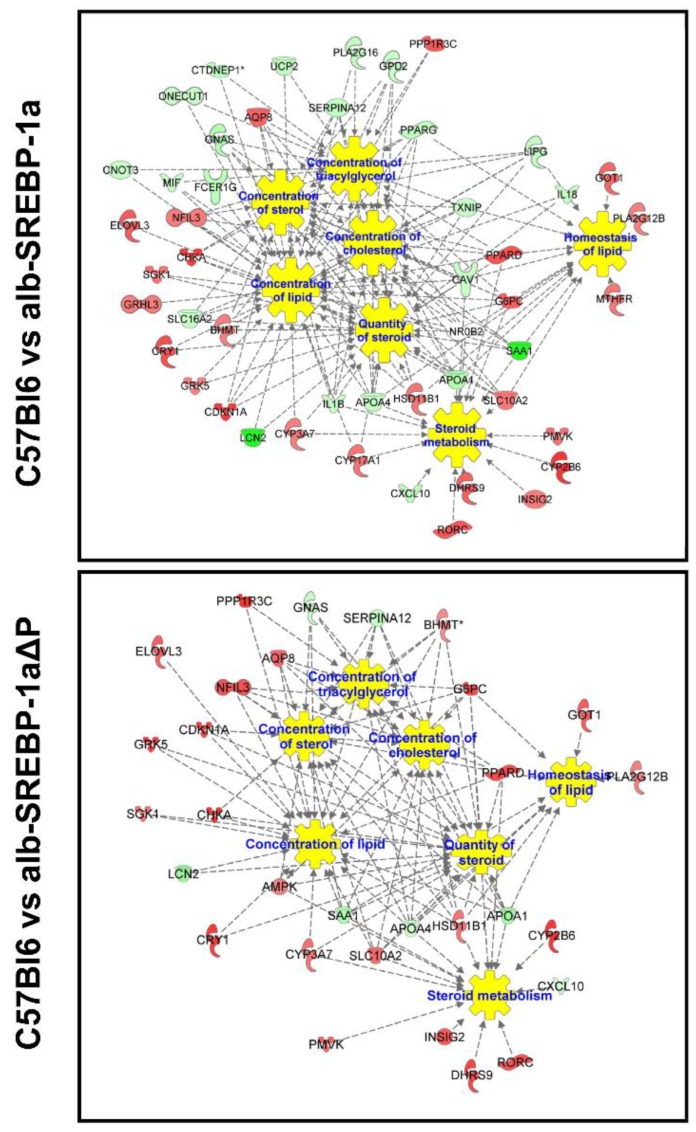

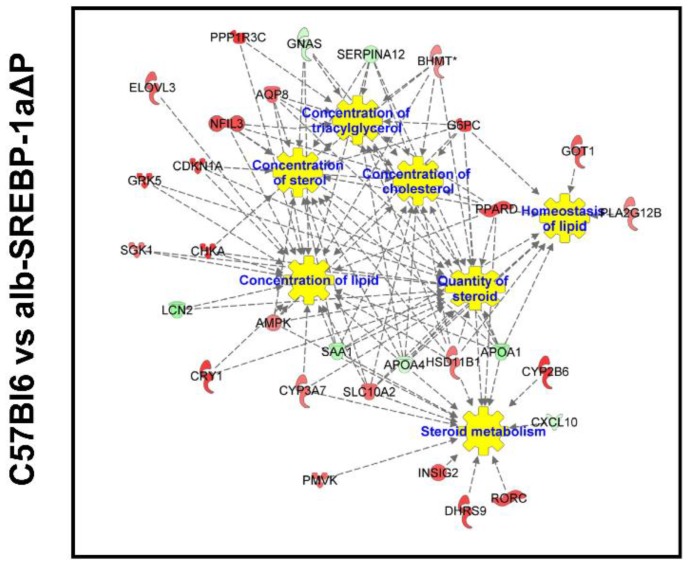
Functional network of SREBP-1-centered subnets. Differential abundant genes of the SREBP-1a subnet, the alb-SREBP-1a∆P subnet, and the phosphorylation subnet were used for IPA Core analyses. Color code indicates: red: increase in condition 1, green: decrease in condition 1 based on measured expression differences. Relation to pathophysiological function is indicated.

**Table 1:** Differentially abundant transcripts in the comparisons C57Bl6 vs. alb-SREBP-1a, C57Bl6 vs. alb-SREBP-1a∆P and alb-SREBP-1a vs. alb-SREBP-1a∆P. The numbers of differential regulated transcripts in the comparisons C57Bl6 vs. alb-SREBP-1a, C57Bl6 vs. alb-SREBP-1a∆P, and alb-SREBP-1a vs. alb-SREBP-1a∆P and the top 15 up and down regulated molecules with highest significance are shown (only annotated transcripts, negative value: more abundant in condition 1, positive value: more abundant in condition 2. Complete analyses are given in Table S2). Abbreviations are: ANOVA, analysis of variance, FDR, fals discovery rate.

**C57Bl6 vs. alb-SREBP-1a**					
**All (*n*)**	**Unique Transcripts (*n*)**	**More Abundant in C57Bl6 (*n*)**	**More Abundant in alb-SREBP-1a (*n*)**	**Unknown Function (*n*)**	**Not Annotated (*n*)**
**794**	**586**	**169**	**437**	**250**	**63**
**Fold Change (Linear)**	**ANOVA *p*-Value**	**FDR *p*-Value**	**Gene Symbol**	**Main Description**	
−9.35	1.56 × 10^−12^	4.52 × 10^−8^	*Nr1d1*	nuclear receptor subfamily 1, group D, member 1	
−2.34	8.09 × 10^−11^	1.00 × 10^−6^	*Mtmr9*	myotubularin-related protein 9	
−1.92	3.05 × 10^−9^	9.00 × 10^−6^	*Cspp1*	centrosome and spindle pole associated protein 1	
−2.05	3.55 × 10^−9^	9.00 × 10^−6^	*Eif4ebp2*	eukaryotic translation initiation factor 4E binding protein 2	
−2.8	1.24 × 10^−8^	1.40 × 10^−5^	*Arrdc3*	arrestin domain containing 3	
−1.96	1.32 × 10^−8^	1.40 × 10^−5^	*Fcer1g*	Fc receptor, IgE, high affinity I, gamma polypeptide	
−126.7	1.46 × 10^−8^	1.40 × 10^−5^	*mt-Ts2*	mitochondrially encoded tRNA serine 2	
−1.84	1.48 × 10^−8^	1.40 × 10^−5^	*Hcfc1r1*	host cell factor C1 regulator 1 (*XPO1*-dependent)	
−1.92	1.85 × 10^−8^	1.70 × 10^−5^	*Krtcap2*	keratinocyte associated protein 2	
−114.04	2.19 × 10^−8^	1.70 × 10^−5^	*mt-Ty*	mitochondrially encoded tRNA tyrosine	
−1.88	2.66 × 10^−8^	1.90 × 10^−5^	*Laptm5*	lysosomal-associated protein transmembrane 5	
−1.93	4.28 × 10^−8^	2.20 × 10^−5^	*Cd52*	CD52 antigen	
−1.9	4.49 × 10^−8^	2.20 × 10^−5^	*Ear10*	eosinophil-associated, ribonuclease A family, member 10	
−2.14	4.92 × 10^−8^	2.30 × 10^−5^	*C1qc*	complement component 1, q subcomponent, C chain	
−1.92	6.31 × 10^−8^	2.70 × 10^−5^	*Mn1*	meningioma 1	
1.68	6.87 × 10^−9^	1.00 × 10^−5^	*Ahcy*	S-adenosylhomocysteine hydrolase	
2.02	9.74 × 10^−9^	1.30 × 10^−5^	*Ppard*	peroxisome proliferator activator receptor delta	
1.59	2.82 × 10^−8^	1.90 × 10^−5^	*Sfxn1*	sideroflexin 1	
1.59	4.53 × 10^−8^	2.20 × 10^−5^	*Ivd*	isovaleryl coenzyme A dehydrogenase	
1.55	6.83 × 10^−8^	2.80 × 10^−5^	*Nfil3*	nuclear factor, interleukin 3, regulated	
1.55	1.03 × 10^−7^	3.60 × 10^−5^	*Pttg1ip*	pituitary tumor-transforming 1 interacting protein	
1.55	1.03 × 10^−7^	3.60 × 10^−5^	*Hspd1*	heat shock protein 1 (chaperonin); predicted gene 12141	
1.97	1.69 × 10^−7^	5.00 × 10^−5^	*Acnat1*	acyl-coenzyme A amino acid *N*-acyltransferase 1	
2.75	2.20 × 10^−7^	5.80 × 10^−5^	*Snora69*	small nucleolar RNA, H/ACA box 69	
1.75	2.93 × 10^−7^	7.00 × 10^−5^	*Hacl1*	2-hydroxyacyl-CoA lyase 1	
1.53	3.60 × 10^−7^	8.00 × 10^−5^	*Bcap31*	B cell receptor associated protein 31	
1.92	4.28 × 10^−7^	8.90 × 10^−5^	*Tmem254b*	transmembrane protein 254b	
1.8	4.64 × 10^−7^	9.40 × 10^−5^	*Tat*	tyrosine aminotransferase	
1.81	5.69 × 10^−7^	1.11 × 10^−4^	*Fga*	fibrinogen alpha chain	
1.58	5.96 × 10^−7^	1.13 × 10^−4^	*Spop*	speckle-type POZ protein	
**C57Bl6 vs. alb-SREBP-1a ΔP**					
**All (*n*)**	**Unique Transcripts (*n*)**	**More Abundant in C57Bl6 (*n*)**	**more Abundant in alb-SREBP-1a (*n*)**	**Unknown Function (*n*)**	**not Annotated (*n*)**
**4581**	**3723**	**1732**	**1991**	**950**	**370**
**Fold Change (Linear)**	**ANOVA *p*-Value**	**FDR *p*-Value**	**Gene Symbol**	**Main Description**	
−108.6	1.92 × 10^−14^	2.78 × 10^−10^	*mt-Ts2*	mitochondrially encoded tRNA serine 2	
−11.38	1.09 × 10^−14^	2.78 × 10^−10^	*Nr1d1*	nuclear receptor subfamily 1, group D, member 1	
−187.66	6.92 × 10^−14^	6.67 × 10^−10^	*mt-Tt*	mitochondrially encoded tRNA threonine	
−96.52	1.31 × 10^−13^	9.45 × 10^−10^	*mt-Ty*	mitochondrially encoded tRNA tyrosine	
−15.04	2.01 × 10^−12^	1.16 × 10^−8^	*mt-Tp*	mitochondrially encoded tRNA proline	
−2.32	4.57 × 10^−12^	2.21 × 10^−8^	*Rnasek*	ribonuclease, RNase K	
−3.02	2.57 × 10^−11^	5.32 × 10^−8^	*Snord57*	small nucleolar RNA, C/D box 57; NOP56 ribonucleoprotein	
−20.09	4.35 × 10^−11^	7.86 × 10^−8^	*mt-Tk*	mitochondrially encoded tRNA lysine	
−13.23	7.61 × 10^−11^	1.10 × 10^−7^	*mt-Tn*	mitochondrially encoded tRNA asparagine	
−1.81	8.65 × 10^−11^	1.19 × 10^−7^	*Vmn1r170*	vomeronasal 1 receptor 170	
−1.75	3.34 × 10^−10^	1.91 × 10^−7^	*Gsdmc2*	gasdermin C2; gasdermin C3; gasdermin C4	
−3.31	2.94 × 10^−10^	1.91 × 10^−7^	*Mir692-1*	microRNA 692-1	
−4.02	6.36 × 10^−10^	2.25 × 10^−7^	*Dbp*	D site albumin promoter binding protein	
−3.18	6.82 × 10^−10^	2.32 × 10^−7^	*mt-Te*	mitochondrially encoded tRNA glutamic acid	
−8.36	1.41 × 10^−9^	3.90 × 10^−7^	*mt-Tc*	mitochondrially encoded tRNA cysteine	
1.58	7.82 × 10^−12^	2.52 × 10^−8^	*Timm23*	translocase of inner mitochondrial membrane 23	
1.78	5.46 × 10^−10^	2.00 × 10^−7^	*Adck3*	aarF domain containing kinase 3	
1.86	4.19 × 10^−10^	1.91 × 10^−7^	*Mrpl36*	mitochondrial ribosomal protein L36	
1.9	7.46 × 10^−11^	1.10 × 10^−7^	*Hsd11b1*	hydroxysteroid 11-beta dehydrogenase 1	
1.93	2.84 × 10^−10^	1.91 × 10^−7^	*Sgpl1*	sphingosine phosphate lyase 1	
1.98	1.93 × 10^−10^	1.91 × 10^−7^	*Spop*	speckle-type POZ protein	
2.11	1.26 × 10^−10^	1.66 × 10^−7^	*Bcap31*	B cell receptor associated protein 31	
2.4	4.19 × 10^−10^	1.91 × 10^−7^	*Tubb2a*	tubulin, beta 2A class IIA	
2.43	2.23 × 10^−11^	4.96 × 10^−8^	*Ppard*	peroxisome proliferator activator receptor delta	
2.57	2.09 × 10^−10^	1.91 × 10^−7^	*Snord104*	small nucleolar RNA, C/D box 104	
3.56	1.96 × 10^−10^	1.91 × 10^−7^	*Npas2*	neuronal PAS domain protein 2	
1.51	1.40 × 10^−9^	3.90 × 10^−7^	*G3bp1*	GTPase activating protein (SH3 domain) binding protein 1	
1.53	2.81 × 10^−9^	6.41 × 10^−7^	*Rbmxl1*	RNA binding motif protein	
1.55	3.46 × 10^−9^	7.10 × 10^−7^	*Nubp2*	nucleotide binding protein 2	
1.57	3.01 × 10^−9^	6.74 × 10^−7^	Sumo2	small ubiquitin-related modifier 2-like	
**alb-SREBP-1a vs. alb-SREBP-1aΔP**					
**All (*n*)**	**Unique Transcripts (*n*)**	**More Abundant in C57Bl6 (*n*)**	**More Abundant in alb-SREBP-1a (*n*)**	**Unknown Function (*n*)**	**Not Annotated (*n*)**
**3385**	**2544**	**1143**	**1401**	**276**	**930**
**Fold Change (Linear))**	**ANOVA *p*-Value**	**FDR *p*-Value**	**Gene Symbol**	**Main Description**	
−1.98	6.42 × 10^−9^	7.10 × 10^−5^	*Xlr5a*	X-linked lymphocyte-regulated 5A, pseudogene	
−1.66	7.17 × 10^−8^	8.20 × 10^−5^	*Olfr1410*	olfactory receptor 1410	
−1.91	8.85 × 10^−8^	8.20 × 10^−5^	*Olfr796*	olfactory receptor 796	
−2.04	2.14 × 10^−7^	9.50 × 10^−5^	*Olfr154*	olfactory receptor 154	
−1.84	2.37 × 10^−7^	9.50 × 10^−5^	*Olfr169*	olfactory receptor 169	
−2.06	2.52 × 10^−7^	9.50 × 10^−5^	*Olfr644*	olfactory receptor 644	
−1.54	2.97 × 10^−7^	9.80 × 10^−5^	*Slc12a8*	solute carrier family 12, member 8	
−2	3.24 × 10^−7^	1.02 × 10^−4^	*Vmn1r193*	vomeronasal 1 receptor 193	
−2.52	3.40 × 10^−7^	1.04 × 10^−4^	*Vmn1r37*	vomeronasal 1 receptor 37pseudogene 21	
−1.7	5.92 × 10^−7^	1.24 × 10^−4^	*Olfr1269*	olfactory receptor 1269	
−2.15	6.13 × 10^−7^	1.24 × 10^−4^	*Krtap10-10*	keratin associated protein 10-10	
−1.84	8.08 × 10^−7^	1.30 × 10^−4^	*Clps*	colipase, pancreatic	
−2.49	8.93 × 10^−7^	1.37 × 10^−4^	*Mir301b*	microRNA 301b	
−2.34	9.64 × 10^−7^	1.42 × 10^−4^	*Olfr488*	olfactory receptor 488	
−1.57	1.00 × 10^−6^	1.56 × 10^−4^	*Adamts17*	a disintegrin-like and metallopeptidase thrombospondin type 1 motif, 17	
1.6	1.59 × 10^−8^	7.10 × 10^−5^	*Pde8a*	phosphodiesterase 8A	
2.3	3.24 × 10^−8^	7.10 × 10^−5^	*Ppp2r5c*	protein phosphatase 2, regulatory subunit B, gamma	
1.9	3.46 × 10^−8^	7.10 × 10^−5^	*Qpct*	glutaminyl-peptide cyclotransferase	
1.86	3.60 × 10^−8^	7.10 × 10^−5^	*Slirp*	SRA stem-loop interacting RNA binding protein	
1.77	3.66 × 10^−8^	7.10 × 10^−5^	*Asf1a*	anti-silencing function 1A histone chaperone	
1.65	4.60 × 10^−8^	7.60 × 10^−5^	*Mrpl36*	mitochondrial ribosomal protein L36	
1.66	6.08 × 10^−8^	8.20 × 10^−5^	*Psma5*	proteasome (prosome, macropain) subunit, alpha type 5	
1.61	7.01 × 10^−8^	8.20 × 10^−5^	*Syne2*	spectrin repeat containing, nuclear envelope 2	
1.62	7.94 × 10^−8^	8.20 × 10^−5^	*Usp40*	ubiquitin specific peptidase 40	
1.75	8.06 × 10^−8^	8.20 × 10^−5^	*Gtf2a2*	general transcription factor II A, 2	
1.64	9.07 × 10^−8^	8.20 × 10^−5^	*Nt5c2*	5-nucleotidase, cytosolic II	
1.54	1.01 × 10^−7^	8.60 × 10^−5^	*Pccb*	propionyl Coenzyme A carboxylase, beta polypeptide	
1.62	1.20 × 10^−7^	8.60 × 10^−5^	*Pdzd11*	PDZ domain containing 11	
1.62	1.22 × 10^−7^	8.60 × 10^−5^	*Lig3*	ligase III, DNA, ATP-dependent	
1.75	1.23 × 10^−7^	8.60 × 10^−5^	*Acadl*	acyl-Coenzyme A dehydrogenase, long-chain	

**Table 2:** Differential expression Core analyses of regulated transcripts in the comparisons *C57Bl6* vs. *alb-SREBP-1a*, *C57Bl6* vs. *alb-SREBP-1a∆P* and *alb-SREBP-1a* vs. *alb-SREBP-1a∆P*. Examples as listed in text. *p*-value: *p*-value for enrichment of pathway molecules in the data set. Complete analyses are given in Tables S3–S5.

**C57Bl6 vs. alb-SREBP-1a**							
**Canonical Pathways**	***p*-Value**	**Upstream Activator**	***p*-Value**	**Disease or Tox Function**	***p*-Value**	**Interaction Network**	***p*-Value**
FXR/RXR	6.76 × 10^−6^	RORA	2.67 × 10^−18^	hepatic steatosis associated pathways.	1.60 × 10^−7^	ACOX1	1.76 × 10^−12^
PPAR	1.58 × 10^−4^	RORC	1.98 × 10^−13^	liver cholestasis	1.30 × 10^−3^	MAPK7	2.93 × 10^−12^
sirtuin signaling	2.63 × 10^−4^	PPARA	1.22 × 10^−11^	liver hyperplasia/hyperproliferation	2.76 × 10^−3^	ONECUT1	3.16 × 10^−11^
		PPARD	1.16 × 10^−8^	liver proliferation	1.80 × 10^−3^	PPARA	3.33 × 10^−9^
		GPD1	5.31 × 10^−11^	renal damage	6.15 × 10^−4^		
		SLC25A13	7.24 × 10^−11^	nonalcoholic fatty liver disease	8.13 × 10^−3^		
		HNF4A	4.59 × 10^−6^				
**C57Bl6 vs. alb-SREBP-1a ΔP**							
**Canonical Pathways**	***p*-Value**	**Upstream Activator**	***p*-Value**	**Disease or Tox Function**	***p*-Value**	**Interaction Network**	***p*-Value**
methionine degradation	3.24 × 10^−6^	HNF4A	9.23 × 10^−29^	olfactory response	2.32 × 10^−144^	ACOX1	2.51 × 10^−9^
isoleucinedegradation	3.89 × 10^−4^	RORC	1.56 × 10^−9^	olfaction	1.68 × 10^−139^	GRB14	6.14 × 10^−9^
valine degradation	2.40 × 10^−3^	RORA	7.56 × 10^−9^	signal transduction	4.91 × 10^−60^	PPARGC1A	2.10 × 10^−6^
cysteine biosynthesis	9.33 × 10^−5^	ONECUT1	2.85 × 10^−8^	Cell communication	1.30 × 10^−55^		
autophagy	1.12 × 10^−3^	MYC	4.47 × 10^−7^	RNA post-transcriptional modification	2.08 × 10^−6^		
protein ubiquitination	1.12 × 10^−3^	NR1D1	1.76 × 10^−6^	synthesis of ribonucleoside monophosphate	7.74 × 10^−6^		
sirtuin signaling	8.51 × 10^−3^	ACOX1	4.78 × 10^−10^	amino acids metabolism	6.02 × 10^−10^		
ceramide biosynthesis	4.27 × 10^−3^	PPARA	6.16 × 10^−6^	oxidation of lipid	3.08 × 10^−6^		
fatty acid β-oxidation	2.29 × 10^−2^	RXRA	8.74 × 10^−4^	oxidation of fatty acids	8.63 × 10^−6^		
				fatty acid metabolism	9.55 × 10^−6^		
				bleeding of liver	1.55 × 10^−3^		
				compensated cirrhosis	7.29 × 10^−3^		
				liver degeneration	7.31 × 10^−3^		
				cholestasis	8.51 × 10^−3^		
**alb-SREBP-1a vs. alb-SREBP-1aΔP**							
**Canonical Pathways**	***p*-Value**	**Upstream Activator**	***p*-Value**	**Disease or Tox Function**	***p*-Value**	**Interaction Network**	***p*-Value**
RNA polymerase II complex assembly	9.33 × 10^−5^	HNF4A	4.34 × 10^−13^	olfactory response	7.51 × 10^−123^	NCAM1	2.17 × 10^−5^
protein ubiquitination	9.12 × 10^−4^	RORC	6.11 × 10^−5^	olfaction	2.92 × 10^−120^	ACOX1	4.32 × 10^−5^
sirtuin signaling	1.02 × 10^−2^	RORA	6.26 × 10^−5^	signal transduction	7.55 × 10^−61^	SIRT4	1.56 × 10^−4^
sumoylation	3.72 × 10^−2^	PPARA	2.13 × 10^−4^	cell communication	1.49 × 10^−57^	NR2F1	2.55 × 10^−4^
		ACOX1	1.71 × 10^−5^	RNA post-transcriptional processing	2.69 × 10^−7^	FOXO4	4.82 × 10^−4^
				RNA transport	2.66 × 10^−6^	FABP1	5.98 × 10^−4^
				differentiation processes	1.78 × 10^−5^	ABCB1	9.88 × 10^−4^
				clearance of bilirubin	6.17 × 10^−3^	PPARA	1.17 × 10^−3^
				proliferation of hepatic stellate cells	4.42 × 10^−2^		
				hepatomegaly	6.43 × 10^−2^		

**Table 3:** Differential peroxisomal proteome and core analyses of the comparisons C57Bl6 vs. alb-SREBP-1a, C57Bl6 vs. alb-SREBP-1a∆P and alb-SREBP-1a vs. alb-SREBP-1a∆P. Examples as listed in text. *p*-value: *p*-value for enrichment of pathway molecules in the data set. Complete analyses are given in Tables S9–S11.

**C57Bl6 vs. alb-SREBP-1a**							
**Canonical Pathways**	***p*-Value**	**Upstream Activators**	***p*-Value**	**Disease, Function**	***p*-Value**	**Interaction Networks**	***p*-Value**
		INSR	9.95 × 10^−7^			DSP	1.23 × 10^−8^
		MYC	1.00 × 10^−5^			mediator	4.45 × 10^−8^
		PPARA	7.24 × 10^−5^			FBXO32	3.95 × 10^−7^
						FBXW	4.0 × 10^−7^
						HNF4A	5.46 × 10^−7^
**C57Bl6 vs. alb-SREBP-1a ΔP**							
**Canonical Pathways**	***p*-Value**	**Upstream Activators**	***p*-Value**	**Disease, Function**	***p*-Value**	**Interaction Networks**	***p*-Value**
fatty acid β-oxidation	3.98 × 10^−16^	PPARA	2.67 × 10^−34^	microvesicular hepatic steatosis	1.21 × 10^−17^	INSR	9.63 × 10^−30^
mitochondrial dysfunction	1.585 × 10^−13^	PPARG	1.64 × 10^−12^	hepatic steatosis	1.2 × 10^−16^	ACOX1	1.64 × 10^−14^
TCA Cycle II	1.585 × 10^−11^	PPARGC1A	2.05 × 10^−11^	liver hyperplasia/hyperproliferation	5.33 × 10^−4^	MAP4K4	7.86 × 10^−13^
valine degradation	2.45 × 10^−10^	HNF4A	3.67 × 10^−13^	nonalcoholic fatty liver disease	0.000106	LONP1	4.36 × 10^−11^
Methionine degradation	9.55 × 10^−7^			fatty acid metabolism	7.94 × 10^−24^		
arginine biosynthesis	8.91 × 10^−9^			mitochondrial dysfunction	1.99 × 10^−13^		
sirtuin signaling	1.99 × 10^−9^			inhibition of RXR function	4.89 × 10^−7^		
oxidative phosphorylation	3.72 × 10^−9^			PPARα/RXRα activation	3.31 × 10^−5^		
urea cycle	2.4 × 10^−6^						
**alb-SREBP-1a vs. alb-SREBP-1aΔP**							
**Canonical Pathways**	***p*-Value**	**Upstream Activators**	***p*-Value**	**Disease, Function**	***p*-Value**	**Interaction Networks**	***p*-Value**
mitochondrial dysfunction	2.51 × 10^−26^	PPARA	8.36 × 10^−34^	microvascular hepatic steatosis	9.98 × 10^−15^	INSR	3.25 × 10^−38^
oxidative phosphorylation	1.26 × 10^−19^	PPARGC1A	1.38 × 10^−18^	liver growth regulation	1.24 × 10^−6^	ABHD5	7.00 × 10^−35^
sirtuin signaling	1.58 × 10^−19^	HNF4A	9.90 × 10^−14^	nonalcoholic fatty liver disease	1.16 × 10^−5^	ACOX1	2.57 × 10^−31^
fatty acid β-oxidation	2.51 × 10^−15^	PPARG	5.48 × 10^−13^	TCA Cycle	6.31 × 10^−13^	PPARA	3.60 × 10^−31^
branched-chain α-keto acid dehydrogenase complex	8.71 × 10^−7^	KLF15	4.72 × 10^−12^	valine degradation	7.94 × 10^−12^		
2-oxobutanoate degradation	2.14 × 10^−6^	Esrra	1.26 × 10^−11^	methionine degradation	1.82 × 10^−9^		
acetyl-CoA oxidation	7.41 × 10^−6^	INSR	2.07 × 10^−28^	citrulline degradation	2.14 × 10^−8^		
fatty acid α-oxidation	2.29 × 10^−4^	MAP4K4	5.20 × 10^−19^	Isoleucine biosynthesis	1.23 × 10^−6^		
		LONP1	1.17 × 10^−16^	arginine biosynthesis	1.91 × 10^−8^		
		LEP	1.37 × 10^−11^	urea cycle	1.91 × 10^−8^		
		growth hormone	5.60 × 10^−11^	ethanol degradation	2.34 × 10^−7^		
				glycine betaine degradation	2.63 × 10^−7^		
				xenobiotic metabolism signaling	1.38 × 10^−6^		
				PPARα/RXRα activation	1.00 × 10^−4^		

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/19/4/980/s1.

## Abbreviations

ABCB1	ATP-binding cassette, sub-family B (MDR/TAP), member 1
ABDH5	1-acylglycerol-3-phosphate O-acyltransferase
ACOX1	acyl-Coenzyme A oxidase 1
DUS	desmoplakin
ERK	mitogen-activated protein kinase 1
Essra	estrogen receptor releated alpha
FABP1	fatty acid binding protein 1
FBXO32	F-box protein 32
FBXW	F-box and WD repeat containing
FOXO4	forkhead box O4
FXR	nuclear receptor subfamily 1, group H, member 4
GPD1	glycerol-3-phosphate dehydrogenase 1
GPD1	hexose-6-phosphate dehydrogenase
GRB14	growth factor receptor bound protein 14
GSK3	glycogen synthase kinase 3 beta
HNF4A	hepatic nuclear factor 4, alpha
INSR	insulin receptor
JNK	mitogen-activated protein kinase 8
KLF15	Kruppel-like factor 15
Lcn2	lipocalin 2
LDL	low density lipoprotein
LEP	leptin
LONP1	lon peptidase 1
LXR	Liver X receptor
MAPK	mitogen-activated protein kinase
MAPKAP4	mitogen-activated protein kinase activating protein 4
MYC	myelocytomatosis oncogene
NCAM1	neural cell adhesion molecule 1
NR1D1	nuclear receptor subfamily 1, group D, member 1
NR2F1	nuclear receptor subfamily 2, group F, member 1
NR2F1	nuclear receptor subfamily 2, group F, member 2
ONECUT1	one cut domain, family member 1
PPARA	peroxisome proliferator activated receptor alpha
PPARD	peroxisome proliferator activator receptor delta
PPARGC1A	peroxisome proliferative activated receptor, gamma, coactivator 1 alpha
RORA	retinoic acid receptor (RAR)-related orphan receptor alpha
RORC	retinoic acid receptor (RAR)-related orphan receptor gamma
RXR	retinoid x receptor
SIRT4	sirtuin 4
SLC25A13	solute carrier family 25 member 13
TCA	tricarboxylic acid
VLDL	very low density lipoprotein

How the deposited data were processed for this re-analysis (not part of the article)

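Gene expression was measured in liver RNA (150 ng per array) of 24 male mice at 24 weeks of age on Affymetrix Mouse Gene 1.0 ST arrays: 8 C57Bl6, 8 alb-SREBP-1a and 8 alb-SREBP-1a∆P mice. The deposited values are log2 signals that the authors computed by RMA in Affymetrix Expression Console 1.1. The paper names GDAS 1.4 with the array scanner and Transcriptome Analysis Console 2.0 for data analysis. Further RMA settings are not given in the sources used here. The deposited values cover 35556 probe sets with no missing value and range from 0.833 to 15.0. Probe sets were matched to genes by the reference table of mouse genes: 21789 carry 1 symbol, 1621 several and 12146 none, and the 1 symbol probe sets cover 19938 genes. The array annotation build is not named in the sources used here, so no coordinates are given, and the chromosome of a gene comes from a table of RefSeq genes. Some listed genes are not reported here. The highest correlation between 2 arrays was 0.990, and no array was left out of the fits.

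Each comparison was fitted with limma 3.58.1 in R 4.3.3 as 8 against 8 arrays, with moderated variances and Benjamini-Hochberg adjustment over all probe sets: alb-SREBP-1a against C57Bl6, alb-SREBP-1a∆P against C57Bl6 and alb-SREBP-1a∆P against alb-SREBP-1a. The p-values measure the spread between these mice. Gene lists were written from general knowledge, or for the 3 subnets from the paper's text, with its AMPK components taken as their subunits. The paper's table values had been seen before the lists were written. Of these lists 3 had fewer than 3 measured genes and were not tested. The others were tested with camera at a preset correlation of 0.01, with the brightest probe set of each gene, and again with an estimated correlation. Camera tests a list against all other genes. The list test was also run with fry, which tests it against no change. Separation of the genotypes was tested by exact permutation over the 12870 splits of 8 and 8 arrays. Principal components were drawn as description. Python 3.11.15, numpy 2.4.6, matplotlib 3.10.9 and jsonlite 2.0.0 served for tables and figures.

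Genes named in the text were chosen by a rule: genes the paper names, whose table values had been seen, the 10 probe sets of largest change in each direction and comparison with 1 symbol, and up to 4 members of each list and comparison with the smallest p, each by its brightest probe set. Alternatives were all 24 arrays in 1 fit, the replicate number as a block, quantile normalization, centring each array on its median, cyclic loess, the removal of probe sets below the median level, a variance model with trend, array weights, the brightest probe set per gene, the mean over all probe sets of a named gene and the methods' t-test. Further settings left out alb-SREBP-1a∆P replicate 4 or alb-SREBP-1a replicates 1 and 2, chosen after seeing the data. Supplementary Table S2 was held in part, with the first 1998 transcripts of alb-SREBP-1a∆P against C57Bl6 and the first 630 of the comparison of the lines. The number of arrays limits precision. Recovery was measured on simulated data in which 200 of 35556 probe sets changed. In the 3 comparisons, 47.8%, 37.3% and 31.3% of genes changed by 0.5 (log2) were recovered. For a change of 1 it was 88.1%, 83.6% and 88.1%, and for 2 it was 100%, 93.9% and 97.0%, with 7, 7 and 8 false calls. Far more probe sets passed in the real comparisons (3824, 16777 and 15712), and the adjusted p depends on that number. These shares therefore do not give the recovery there. The tests were checked on such simulated data before use.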

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

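The tests of the mitochondrial tRNA and clock patterns, of probe sets matching many gene copies and of the keratin-associated genes were chosen after those results were seen.

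Srsy probe sets of alb-SREBP-1a∆P replicate 4 had a mean level of 4.94 (log2), far from the other 7 arrays of that genotype. Of 675 groups of arrays tested, 30 held an array far from the others, and about 1 in 20 groups is flagged by chance. In C57Bl6 the arrays far from the others (log2 level) are replicate 1 for Acadvl (9.86), Auh (8.29), Etfb (12.28), Psma4 (9.47) and Slc25a20 (9.78), replicate 5 for Mir692-1 (9.58) and Tbp (7.08) and replicate 8 for Nr2f1 (4.98) and Snord104 (13.51). In alb-SREBP-1a the arrays far from the others (log2 level) are replicate 6 for Acnat1 (9.88), replicate 5 for Ciart (6.23), Got2 (12.26), Ivd (9.74), Polr2g (6.87) and Senp2 (6.08), replicate 2 for Pex11a (9.25) and Snord82 (9.52), replicate 3 for Retsat (11.05) and Ube2a (7.89) and replicate 8 for Sirt5 (6.83). In alb-SREBP-1a∆P the arrays far from the others (log2 level) are replicate 4 for Acadvl (8.94), Mir680-1 (6.00), Psmd5 (7.92), Srsy (5.76) and Vmn1r216 (3.32), replicate 6 for Cbs (11.03), replicate 3 for Krtap5-3 (9.25) and replicate 1 for Laptm5 (8.42) and Senp1 (6.34).

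As differences between groups, 15712 probe sets differ between the 2 transgenic lines, and 87 moved in opposite directions in the 2 lines against C57Bl6. As signals in gene groups that the paper's text does not discuss, though Table 1 lists single members of some, in alb-SREBP-1a∆P against C57Bl6 41 taste, trace amine and formyl peptide receptors, 61 keratin-associated and late cornified envelope genes, 23 beta-defensins, 11 placental prolactins, 159 microRNAs, 11 neutrophil and mast cell markers and 5 exocrine pancreas markers were higher. In alb-SREBP-1a 12 Kupffer cell and macrophage markers and 8 interferon-response genes were higher. Of 23 copies of 5S rRNA named in the part of Table S2 held here, 16 were lower in alb-SREBP-1a and 16 in alb-SREBP-1a∆P. That table lists transcripts changed on the same samples, so this is no share of all copies. Of 19 Srsy probe sets 16 were higher in alb-SREBP-1a (median 1.24) and 19 in alb-SREBP-1a∆P. Changed probe sets with no gene name in the table used numbered 1126, 4562 and 3736 in alb-SREBP-1a against C57Bl6, alb-SREBP-1a∆P against C57Bl6 and alb-SREBP-1a∆P against alb-SREBP-1a.

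Olfactory receptor probe sets were higher in alb-SREBP-1a∆P than in C57Bl6. A scale difference that depends on brightness is argued against as the only source, as their median was still 0.273 after cyclic loess. Genomic DNA in the RNA may be a source: dim X-linked genes had a median 0.0645 lower than autosomal genes of the same brightness (permutation p = 0.0005, the smallest of 2000 draws), a value of −0.0645 in males with 1 X chromosome. Within groups of equal brightness, dim probe sets that match 5 or more genes were 1.32 above those of 1 gene (medians over all brightness of 1.68 for 204 and 0.27 for 5749 probe sets). A change limited to chemosensory receptors is argued against by keratin-associated and late cornified envelope genes, whose median was 0.509, and no other biological explanation was tested.

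The part held here of the paper's Table S2 of changed transcripts names 15 mitochondrial tRNA probe sets. Of these 11 were higher in alb-SREBP-1a (from −1.08 to 6.81 over the 15) and 13 in alb-SREBP-1a∆P (from 0.28 to 7.61). They were chosen for a change on the same samples, so these counts are no share of all mitochondrial tRNA probe sets. More short RNA kept in the transgenic preparations would raise small nucleolar RNAs as well, whose median in alb-SREBP-1a was 0.0753, which argues against it. More mitochondria per cell would raise nuclear genes of oxidative phosphorylation, whose median there was 0.00156, which argues against this biological explanation. The paper also reports no difference between the genotypes in mitochondrial DNA copy number. DNA in the RNA cannot be told apart from other sources: across the alb-SREBP-1a arrays tRNA and Srsy signal gave r = 0.634 (exact p = 0.0898, adjusted over 9 relations 0.135, rho = 0.762, exact p = 0.0368, r = 0.472 without the 2 farthest arrays). The relation was r = 0.755 in alb-SREBP-1a∆P (exact p = 0.0115, adjusted over 9 relations 0.0344, r = 0.676 without the 2 farthest arrays). In C57Bl6 it was r = 0.0543 (exact p = 0.902).

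Some clock repressors rose with Nr1d1 in both lines, 7 of 11 in each with Nr1d1 counted, while 1 fell in alb-SREBP-1a. Of 5 clock activators and RORE-driven genes 4 fell in alb-SREBP-1a and 5 in alb-SREBP-1a∆P. With an estimated correlation only the activators in alb-SREBP-1a∆P passed as a list (adjusted p = 0.0385, against 0.102 in alb-SREBP-1a, and 0.102 and 0.0544 for the repressors). The paper gives 7:00 a.m. as the hour for the mice and no order of killing. A drift in the hour between the genotypes and a genotype effect on the clock cannot be told apart by this test: the median of the clock repressors other than Nr1d1 was 0.568 in alb-SREBP-1a∆P and 0.416 in alb-SREBP-1a. Nr1d1 acting alone is argued against by Dbp, which rose by 1.84 in alb-SREBP-1a∆P.

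Other splits of the same arrays, 100 per result with the real one included, show whether a random grouping of arrays can be excluded. For changed probe sets the real values of 3824, 16777 and 15712 in alb-SREBP-1a against C57Bl6, alb-SREBP-1a∆P against C57Bl6 and between the lines were reached by 1 split each, the real one, with highest other values of 1, 2 and 2629. Past the paper's thresholds, 1395, 6058 and 4253 were reached by 1 split each, with 786, 2076 and 1943 as the highest others. For olfactory receptors 562 and 412 were reached by 1 split each (highest others 212 and 171), and for vomeronasal receptors 127 and 83 by 1 split each (62 and 49). Chance is excluded for these. For the 2393 calls shared by the lines the highest other split gave 0. Other splits made at most 1 and 2 calls in the comparisons with C57Bl6, so this follows from the calls and tells nothing more about the sharing. For gene lists shifted, 3 splits reached 35 in alb-SREBP-1a∆P against C57Bl6 (highest other 35) and 3 reached 35 between the lines (highest other 39). At 3 of 100 chance is unlikely for these 2 counts, but other splits equalled or passed them, so it is not excluded. Nor is chance excluded for the 13 lists of alb-SREBP-1a, reached by 36 splits (highest other 24). The correlation of 0.652 between the lines' fold changes was reached by 25 splits (highest other 0.867). All splits share a reference group between both fits, so this test cannot decide on chance there.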

How the results depend on the processing

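All alternatives set in advance were run. Without the dim probe sets, lists with fewer than 3 remaining genes and dim named genes gave no value. Over 147 list results and 1648 values with the other settings, 1434 kept direction and side of the threshold, 177 became weaker, 32 stronger and 5 reversed. For 657 results of named genes and 8031 values, 7585 kept both, 269 became weaker, 164 stronger and 13 reversed. The trend and robust variance model kept all 147 list results, and all 24 arrays in 1 fit 146, while an estimated correlation weakened 74, cyclic loess 36 and quantile normalization 30. Receptor probe sets lie near background, where RMA signal limits the size of changes, and what removes dim probe sets or matches distributions lowers their counts. For changes not traced to fewer probe sets or samples the cause was not tested.

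Cyclic loess gave 11117 changed probe sets in alb-SREBP-1a∆P against C57Bl6 (16777 in the pairwise fit) and 7706 between the lines (15712), with 21 and 15 gene lists shifted (35 and 35), 157 and 119 olfactory (562 and 412) and 57 and 48 vomeronasal receptor probe sets past the paper's thresholds (127 and 83). Quantile normalization gave 8319 changed probe sets between the lines, 23 and 22 lists, 166 and 147 olfactory and 59 and 50 vomeronasal probe sets. With each array centred on its median 296 and 178 olfactory and 78 and 52 vomeronasal probe sets passed. Without the dim probe sets, a smaller set by construction, 9858 and 10136 changed, 709, 3030 and 1944 passed the paper's thresholds (1395, 6058 and 4253), 21 and 18 lists were shifted, and 15 and 18 olfactory and 3 and 3 vomeronasal probe sets remained. Brightest probe sets of single genes, fewer by construction, gave 2421 and 10895 changed against C57Bl6, 286, 2509 and 1452 past the thresholds, and 73 and 37 vomeronasal probe sets. With an estimated correlation 0, 9 and 0 lists passed (13, 35 and 35). With separate C57Bl6 arrays for each line, 4 controls per fit in place of 8, 896 calls were shared (2393) at a correlation of 0.564 (0.652).

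The split of calls moved with scaling. Past the paper's thresholds, in alb-SREBP-1a∆P against C57Bl6 2233 were higher and 2460 lower after quantile normalization and 2114 and 4674 with each array centred on its median (3634 and 2424 in the pairwise fit). Between the lines 1840 and 1625, and 1490 and 4082, were higher and lower in these 2 scalings (2737 and 1516). After cyclic loess 2395 were higher and 1882 lower in alb-SREBP-1a∆P against C57Bl6, and 1866 and 1341 between the lines. Lists higher and lower numbered 11 and 12 after quantile normalization in alb-SREBP-1a∆P against C57Bl6 (12 and 23), and between the lines 9 and 13 after quantile normalization and 7 and 8 after cyclic loess (9 and 26).

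Reversed lists without the dim probe sets are olfactory receptors in alb-SREBP-1a (adjusted p = 0.347, lower) and microRNAs there (0.0462, lower), and small nucleolar RNAs between the lines (0.0171, higher). After cyclic loess they are fatty acid and triglyceride synthesis in alb-SREBP-1a∆P (0.832, higher) and endothelial markers between the lines (0.770, higher).

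Named genes that reversed, with the value of the pairwise fit after "from". After quantile normalization: Atf7 in alb-SREBP-1a∆P against C57Bl6 (0.0138 from −0.17) and Rora in alb-SREBP-1a∆P against alb-SREBP-1a (0.00424 from −0.20). After cyclic loess: Acacb in alb-SREBP-1a∆P against C57Bl6 (0.00688 from −0.25), Atf7 in alb-SREBP-1a∆P against C57Bl6 (0.0927 from −0.17), Grb14 in alb-SREBP-1a∆P against C57Bl6 (0.0429 from −0.22), Psmd3 in alb-SREBP-1a∆P against C57Bl6 (0.0538 from −0.21), Srebf2 in alb-SREBP-1a∆P against C57Bl6 (0.244 from −0.02), Plin5 in alb-SREBP-1a∆P against alb-SREBP-1a (0.00684 from −0.25), Ppard in alb-SREBP-1a∆P against alb-SREBP-1a (0.0140 from −0.26), Rora in alb-SREBP-1a∆P against alb-SREBP-1a (0.0804 from −0.20) and Samm50 in alb-SREBP-1a∆P against alb-SREBP-1a (0.0308 from −0.24). With the mean over all probe sets of a gene: Atf7 in alb-SREBP-1a∆P against C57Bl6 (0.271 from −0.17). With each array centred on its median: Apoc4 in alb-SREBP-1a∆P against alb-SREBP-1a (−0.166 from 0.00).

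In the 2 leave-out settings that were run, without alb-SREBP-1a∆P replicate 4, 16939 and 15809 probe sets changed, and without alb-SREBP-1a replicates 1 and 2 together, 3208 and 13771 did. Both settings were chosen after seeing the data. With the replicate block, the numbers of the labels taken as pairs, 3163, 16207 and 13749 changed, and 1396, 6077 and 4280 passed the paper's thresholds. Not every sample correlates best with its own number: 2, 3 and 2 of 8 do. The block took the adjusted p of cholesterol synthesis in alb-SREBP-1a to 0.0598 and of lymphocyte markers there to 0.0347, so that 1 list call ended and 1 was gained. For named genes 38 calls ended under it and 3 were gained.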

Differences from the paper's values

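A count or share differs here where it is more than 1.5 times away from the paper's. With its thresholds the paper gives 794 transcripts in alb-SREBP-1a against C57Bl6, and 1395 probe sets passed here. Of the alternatives set before the data were examined, only the removal of dim probe sets (709) comes within 1.5 times, and all others differ. After seeing the values 3 further settings were tried: an adjusted p under 0.05 with 1.5-fold gives 1026 and drops 190 of the paper's 794, and the methods' t-test with an adjusted p and 1.5-fold gives 894 and drops 232. Probe sets with at least 1 gene symbol give 477 and drop 416. The removal of dim probe sets drops 384, and the pairwise fit calls 657 of the 794 and not 137.

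Unique transcripts were counted here over probe sets with 1 gene symbol. The paper gives 586 in alb-SREBP-1a against C57Bl6 where 302 were found, with 437 higher and 169 lower in the paper where 206 and 96 were found, and no alternative set before the data were examined comes within 1.5 times. It gives 1991 higher unique transcripts in alb-SREBP-1a∆P against C57Bl6 where 1144 were found, again with no such alternative within 1.5 times. Between the lines the paper gives 2544 where 1532 were found. Only each array centred on its median (2802) and array weights (2025) come within 1.5 times of it. It gives 1401 higher where 769 were found, and only array weights (954) come within 1.5 times. The variance on the components is about 7.1% and about 4.9% in the paper (Fig. 3B, read by eye), where components 1 and 2 held 39.3% and 8.85% here, and no alternative set before the data were examined comes within 1.5 times.

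The genotype apart on the first component is labelled alb-SREBP-1a in Fig. 3B (read by eye), whereas alb-SREBP-1a∆P lies apart here. The paper states that Insig2 is not lower in alb-SREBP-1a∆P, where it fell by 1.17 here. It describes Apoa4, Apoa1, Atf7 and Got (Got1 and Got2 here) as raised in alb-SREBP-1a∆P, with −0.14, −0.22, −0.17, −1.08 and −0.46 by the brightest probe set. The mean over all probe sets of Atf7 was higher in alb-SREBP-1a∆P by 0.27, in the paper's direction. It describes Apoa4 and Apoa1 as raised in alb-SREBP-1a, with −0.03 and −0.14 here. Socs2, which the paper gives as higher in alb-SREBP-1a∆P than in alb-SREBP-1a, stood at 0.65 with an adjusted p of 0.0742. The legend of Table 1 gives a negative fold to transcripts more abundant in the first condition, while Nr1d1 carries a negative fold there and is higher in the second. Table S2 was compared over 794 transcripts, the first 1998 and the first 630, all with the same direction as here. Its means of the reference group differ from the deposited means by a median absolute value of 0.52, 0.50 and 0.46 (log2). Its fold changes differ by 0.0978, 0.0623 and 0.0999.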

Other observations

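Some macrophage genes were higher in both transgenic lines. The complement gene C1qc rose by 1.17 ± 0.11 in alb-SREBP-1a and 1.12 ± 0.11 in alb-SREBP-1a∆P, the MHC class II chain Cd74 by 1.17 ± 0.11 and 0.76 ± 0.10, and Laptm5 by 0.99 ± 0.10 and 0.67 ± 0.09. C1qc lay above every C57Bl6 array in 8 of 8 alb-SREBP-1a and 8 of 8 alb-SREBP-1a∆P arrays. Of 20 Kupffer cell and macrophage markers 12 rose and 8 did not pass the test (15 rose and 1 fell when adjusted over the list alone) in alb-SREBP-1a (list adjusted p = 9.80e-17, adjusted p = 0.108 with an estimated correlation). In alb-SREBP-1a∆P 12 rose, 1 fell and 7 did not pass the test (13 rose and 1 fell when adjusted over the list alone, list adjusted p = 0.00176, adjusted p = 0.324 with an estimated correlation). Between the lines 9 fell and 11 did not pass the test (the same when adjusted over the list alone), with the iron exporter Slc40a1 at −0.51 ± 0.09. The markers were lower in alb-SREBP-1a∆P there (list adjusted p = 0.00631, adjusted p = 0.405 with an estimated correlation), which ended in other settings (adjusted p = 0.405 after quantile normalization, 0.705 after cyclic loess and 0.460 without the dim probe sets). 

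Some interferon-response genes rose in alb-SREBP-1a: Rtp4 rose by 0.63 ± 0.10, and Rsad2 fell by 0.82 ± 0.16. Of 20, 8 rose, 1 fell and 11 did not pass the test (11 rose and 1 fell when adjusted over the list alone, list adjusted p = 8.35e-05, adjusted p = 0.437 with an estimated correlation). Some acute-phase genes rose in alb-SREBP-1a, with Saa3 at 1.23 ± 0.15 and the iron hormone Hamp at 0.55 ± 0.10: of 23, 7 rose, 2 fell and 14 did not pass the test (8 rose and 3 fell when adjusted over the list alone, list adjusted p = 0.0136, adjusted p = 0.799 with an estimated correlation, and 0.0616 without alb-SREBP-1a replicates 1 and 2, while fry, a test against no change, gave 0.112). The metallothionein genes Mt1 and Mt2 rose by 1.72 ± 0.36 and 2.30 ± 0.53 in alb-SREBP-1a∆P, where 8 rose, 5 fell and 10 did not pass the test (10 rose and 6 fell when adjusted over the list alone, list adjusted p = 0.361, and 0.00368 after quantile normalization, 0.00686 after cyclic loess and 0.00338 without the dim probe sets). Of 13 endothelial markers 2 rose and 11 did not pass the test (5 rose and 1 fell when adjusted over the list alone) in alb-SREBP-1a, with Cdh5 at 0.39 ± 0.07 (list adjusted p = 0.0136, adjusted p = 0.789 with an estimated correlation). Between the lines 8 fell and 5 did not pass the test (9 fell when adjusted over the list alone), with Stab1 at −0.33 ± 0.08 (list adjusted p = 0.00747, adjusted p = 0.148 with an estimated correlation, and 0.644 after quantile normalization, 0.770 after cyclic loess (turned to the other direction) and 0.364 without the dim probe sets). Stab1 did not pass after quantile normalization or after cyclic loess.

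Some mitochondrial genes were lower in alb-SREBP-1a∆P than in C57Bl6. Cytochrome c (Cycs) fell by 0.83 ± 0.09, the succinate dehydrogenase subunit Sdha by 0.62 ± 0.09 and the ATP synthase subunit Atp5a1 by 0.62 ± 0.07. The paper reports raised specific SDH activity in both transgenic lines, so these transcripts do not stand for enzyme activity. Of 62 nuclear genes of oxidative phosphorylation 6 rose, 35 fell and 21 did not pass the test (6 rose and 37 fell when adjusted over the list alone, list adjusted p = 8.20e-06, adjusted p = 0.158 with an estimated correlation, and 0.291 after quantile normalization, 0.572 after cyclic loess and 0.127 without the dim probe sets). Between the lines 41 fell and 21 did not pass the test (43 fell when adjusted over the list alone, list adjusted p = 8.08e-08, adjusted p = 0.157 with an estimated correlation, and 0.344 after cyclic loess), and in alb-SREBP-1a 10 rose, 10 fell and 42 did not pass the test (13 rose and 13 fell when adjusted over the list alone, list adjusted p = 0.980, lower by the test against a median of 0.00). In mitochondrial protein import Timm8a1 fell by 1.00 ± 0.08 and Samm50 by 0.98 ± 0.10 in alb-SREBP-1a∆P. Of 24, 1 rose, 17 fell and 6 did not pass the test (the same when adjusted over the list alone, list adjusted p = 1.86e-06, adjusted p = 0.0653 with an estimated correlation), and between the lines 15 fell and 9 did not pass the test (17 fell when adjusted over the list alone, list adjusted p = 1.86e-05, adjusted p = 0.136 with an estimated correlation, and 0.221 after cyclic loess). 

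The pregnane X receptor gene Nr1i2 fell by 0.95 ± 0.11 in alb-SREBP-1a∆P against C57Bl6 and Cyp3a13 by 0.92 ± 0.12: of 22 xenobiotic cytochromes P450 and regulators 2 rose, 10 fell and 10 did not pass the test (the same when adjusted over the list alone, list adjusted p = 0.00992, adjusted p = 0.374 with an estimated correlation, and 0.0773 after quantile normalization, 0.0601 after cyclic loess and 0.173 without the dim probe sets). The list of hepatocyte-secreted and transport proteins also holds the enzyme Cps1, which is not secreted. In this list Cps1 fell by 0.44 ± 0.07 and albumin (Alb) by 0.16 ± 0.06. Of its 11 genes 7 fell and 4 did not pass the test (the same when adjusted over the list alone, list adjusted p = 0.0144, adjusted p = 0.124 with an estimated correlation, and 0.185 after quantile normalization, 0.128 after cyclic loess and 0.340 without the dim probe sets). Alb did not pass after quantile normalization, after cyclic loess or with only the brightest probe set of each gene tested.

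Markers of other cells were tested as lists in alb-SREBP-1a∆P against C57Bl6. Dim probe sets as a whole rose in this comparison, with medians of 0.37, 0.32 and 0.27 in the 3 dimmest of 10 groups. Whether the rises of these markers reflect other cells was not tested. Of 14 neutrophil and mast cell markers 11 rose and 3 did not pass the test (the same when adjusted over the list alone), with the mast cell protease Mcpt1 at 0.62 ± 0.12 (list adjusted p = 0.00122, and adjusted p = 0.0385 with an estimated correlation, and 0.101 after cyclic loess). Of 9 exocrine pancreas markers 5 rose and 4 did not pass the test (the same when adjusted over the list alone), with colipase (Clps) at 0.74 ± 0.12 (list adjusted p = 0.0144, adjusted p = 0.0622 with an estimated correlation). Of 15 lymphocyte markers 5 rose and 10 did not pass the test (4 rose when adjusted over the list alone), with Klrb1c at 0.70 ± 0.11 (list adjusted p = 0.0241, adjusted p = 0.134 with an estimated correlation, and 0.436 after quantile normalization and 0.618 after cyclic loess). 

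Some lists did not pass as a whole in this comparison. Of adipocyte markers 4 rose and 4 did not pass the test (the same when adjusted over the list alone), with Adipoq at 0.61 ± 0.13 (list adjusted p = 0.157, and fry, a test against no change, gave 0.000103). Of stellate cell markers 3 fell and 12 did not pass the test (the same when adjusted over the list alone), with decorin (Dcn) at −0.27 ± 0.08 (list adjusted p = 0.361). Of cholangiocyte markers 1 rose and 6 did not pass the test (the same when adjusted over the list alone), with Cldn7 at 0.40 ± 0.09 (list adjusted p = 0.472). Of erythroid markers 1 rose and 2 did not pass the test (1 rose and 1 fell when adjusted over the list alone, list adjusted p = 0.724). Of male-biased liver genes 1 rose, 3 fell and 8 did not pass the test (the same when adjusted over the list alone), with Hsd3b5 at 0.69 ± 0.12 (list adjusted p = 0.251, and fry, a test against no change, gave 0.00365), and of female-biased genes 2 rose, 3 fell and 6 did not pass the test (the same when adjusted over the list alone), with Fmo2 at −0.64 ± 0.11 (list adjusted p = 0.724). For the female-biased list the median of 0.16 and the mean of −0.18 differ in sign, and the test points lower. Ceramide genes in alb-SREBP-1a had a median of 0.02 and a mean of −0.02, with a test direction lower (list adjusted p = 0.696). Of their 16 genes none passed the test with limma, and 1 had an unadjusted p under 0.05. Adipoq, Cldn7 and Mcpt1 did not pass after quantile normalization or after cyclic loess, and Dcn did not pass after cyclic loess.

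3 kinds of relation were tested across the 8 arrays of each genotype, 9 in all, with exact permutation p. The standard deviation of an array and its mean olfactory level gave r = −0.928 (exact p = 0.00241, adjusted over 9 relations 0.0217, rho = −0.857, exact p = 0.0107, r = −0.855 without the 2 farthest arrays) in alb-SREBP-1a, r = −0.583 (exact p = 0.13, adjusted over 9 relations 0.168, rho = −0.548, exact p = 0.171, r = −0.550 without the 2 farthest arrays) in alb-SREBP-1a∆P and r = −0.672 (exact p = 0.0687, adjusted over 9 relations 0.124, rho = −0.714, exact p = 0.0576, r = −0.483 without the 2 farthest arrays) in C57Bl6. Srsy and olfactory means gave r = 0.898 (exact p = 0.00781, adjusted over 9 relations 0.0344, rho = 0.810, exact p = 0.0218, r = 0.155 without the 2 farthest arrays) in alb-SREBP-1a∆P, r = 0.103 (exact p = 0.807, adjusted over 9 relations 0.902, rho = 0.0476, exact p = 0.935, r = −0.173 without the 2 farthest arrays) in alb-SREBP-1a and r = 0.737 (exact p = 0.0350, adjusted over 9 relations 0.0787, rho = 0.571, exact p = 0.151, r = 0.50 without the 2 farthest arrays) in C57Bl6. Srsy and mitochondrial tRNA means, the latter over probe sets named in Table S2, gave r = 0.755 (exact p = 0.0115, adjusted over 9 relations 0.0344, rho = 0.762, exact p = 0.0368, r = 0.676 without the 2 farthest arrays) in alb-SREBP-1a∆P and r = 0.0543 (exact p = 0.902, adjusted over 9 relations 0.902, rho = 0.0714, exact p = 0.882, r = 0.401 without the 2 farthest arrays) in C57Bl6.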
